# Global analysis of gene expression mediated by OX_1_ orexin receptor signaling in a hypothalamic cell line

**DOI:** 10.1371/journal.pone.0188082

**Published:** 2017-11-16

**Authors:** Eric Koesema, Thomas Kodadek

## Abstract

The orexins and their cognate G-protein coupled receptors have been widely studied due to their associations with various behaviors and cellular processes. However, the detailed downstream signaling cascades that mediate these effects are not completely understood. We report the generation of a neuronal model cell line that stably expresses the OX_1_ orexin receptor (OX_1_) and an RNA-Seq analysis of changes in gene expression seen upon receptor activation. Upon treatment with orexin, several families of related transcription factors are transcriptionally regulated, including the early growth response genes (*Egr*), the Kruppel-like factors (*Klf*), and the *Nr4a* subgroup of nuclear hormone receptors. Furthermore, some of the transcriptional effects observed have also been seen in data from *in vivo* sleep deprivation microarray studies, supporting the physiological relevance of the data set. Additionally, inhibition of one of the most highly regulated genes, serum and glucocorticoid-regulated kinase 1 (*Sgk1*), resulted in the diminished orexin-dependent induction of a subset of genes. These results provide new insight into the molecular signaling events that occur during OX_1_ signaling and support a role for orexin signaling in the stimulation of wakefulness during sleep deprivation studies.

## Introduction

The orexin system has been shown to influence several biological processes including appetite [1–3], wakefulness [4–10], reward behaviors [11–18], and energy metabolism [19–24]. This system consists of two G-protein coupled receptors (GPCRs), the OX_1_ orexin receptor (OX_1_) and the OX_2_ orexin receptor (OX_2_), and a pair of hypothalamic peptide agonists, orexin A (OxA) and orexin B (OxB) [1]. The broad range of biological effects of the orexin system are attributed to widespread projections of orexigenic neurons and broad expression patterns of the receptors throughout the central nervous system [25].

In addition to efforts demonstrating the behavioral effects of the orexin system, a number of studies have addressed the intracellular molecular signaling events that occur in response to orexin receptor activation [26–30]. Upon ligand binding, these receptors can couple to various G-proteins [31–33] and regulate diverse signaling mechanisms including calcium influx [34–37], adenylyl cyclase/cAMP [38,39], PI3K [40], MAPK/ERK [30,41,42], and several phospholipases [43], as recently reviewed [44–46]. While these signaling studies have provided much insight, they are largely focused on the upstream, canonical GPCR signaling pathways, leaving the detailed downstream signaling cascades unclear. Furthermore, most of these signaling studies have been done in heterologous expression systems that are non-neuronal, resulting in varied responses and raising questions of applicability to orexin receptor signaling in a neural context [37,47–55].

In this study, we report the generation a of a neuronal cell line that stably expresses OX_1_ and the transcriptional profile seen upon receptor activation, as determined by RNA-Seq. OX_1_ activation resulted in the differential regulation of a large set of genes, several of which have previously been shown to be similarly regulated by sleep deprivation (SD), *in vivo*. Additionally, the downstream role of one of the more highly regulated genes, *Sgk1*, was further characterized.

## Materials and methods

### Cell culture

The following cell lines were acquired from ATCC: CHO-K1 (CRL-9618), Neuro-2a (CCL-131), SH-SY5Y (CRL-2266), and AR42J (CRL-1492). GT1-7 cells were a kind gift from the lab of Pamela Mellon (University of California, San Diego), while CHO cells stably expressing OX_1_ were generously provided by the lab of Patricia McDonald (The Scripps Research Institute). All cells were grown in the presence of 10% HI-FBS (Gibco) at 37°C, 5.0% CO_2_. Base media for each cell line are as follows: DMEM, high glucose (Gibco) for GT1-7 and CHO cells, Eagle's Minimum Essential Medium (ATCC) for Neuro-2a (N2A) and SH-SY5Y cells, and F-12K Medium (ATCC) for AR42J cells.

### Analysis of mRNA transcripts by qPCR

Cells were grown to near confluence in 60mm culture dishes. For orexin treatments, culture media was replaced with fresh, warm media containing 100nM orexin A (OxA, Tocris) and incubated for 3h at 37°C. For OX_1_ inhibition, cells were pretreated with media containing 3μM SB-334867 (Tocris) for 10 min prior to adding OxA. RNA was purified from cells with the RNeasy Plus Mini Kit (Qiagen). First strand cDNAs were synthesized with the iScript cDNA Synthesis Kit (BioRad) in a 20μl reaction using 1μg RNA. The qPCR reactions were done in triplicate on the StepOnePlus real time PCR system (Applied Biosystems) with TaqMan gene expression assays (Applied Biosystems) using the following conditions: 1μl cDNA, 1μl TaqMan probe (S1 Table), 10ul TaqMan Gene Expression Master Mix (Applied Biosystems), and 8ul nuclease-free water. Thermal cycling conditions were 95°C for 10m, then 40 cycles of 95°C for 15s and 60°C for 60s.

### Inositol phosphate assay

To demonstrate the presence of functional orexin receptors, the IP-One HTRF assay (CisBio) was used with a modified protocol. Cells were harvested with TrypLE Express (Life Technologies), washed once with Dulbecco's phosphate-buffered saline (Gibco, 2.67mM KCl, 1.47mM KH_2_PO_4_, 137.93mM NaCl, 8.06mM Na_2_HPO_4_-7H_2_O), resuspended in 1X Stimulation Buffer (CisBio, 10mM Hepes, 1mM CaCl_2_, 0.5mM MgCl_2_, 4.2mM KCl, 146mM NaCl, 5.5mM glucose, 50mM LiCl, pH 7.4), and plated in 7μl aliquots into a low-volume 384-well plate (white) at a concentration of 20,000 cells per well. Serial dilutions of the orexin-A peptide (OxA, Tocris) were made at 2x final concentration in 1X Stimulation Buffer and then added to the cells in a 1:1 ratio (7μl per well). After 45 minutes at 37°C, the HTRF reagents were added (3μl each) and the plate was incubated for 1h at room temperature.

For the OX_1_ inhibition assay, 4-fold serial dilutions of SB-334867 were done in DMSO, starting from 2.5mM. 7μl of each serial dilution was then added to 293μl 1X Stimulation Buffer. These dilutions were then added in a 1:1 ratio (v/v) to each well of a low-volume 384-well plate (white) already containing 20,000 GT1-7-OX_1_ cells per well in 6μl 1X Stimulation Buffer. After a 30 minute incubation at 37°C, 2μl OxA (varying concentrations in 1X Stimulation Buffer) was added to each well (final [DMSO] = 1%). After 45 minutes at 37°C, the HTRF reagents were added (3μl each) and the plate was incubated for 1 hour at room temperature. Data were acquired on a Tecan Infinite M1000 Pro plate reader. All experiments were done in triplicate.

### Generation of GT1-7-OX_1_ stable cells

The gene for human OX_1_ (Genecopoeia, EX-U0062-M02) was subcloned into pCDH-CMV-MCS-EF1-copGFP (Systems Biosciences) at the XbaI and BamHI restriction sites. Lentiviral particles were generated in HEK293T cells (ATCC) by co-transfecting the pCDH-OX_1_ plasmid with the pPACKH1 HIV Lentivector Packaging Kit (Systems Biosciences) using FUGENE HD Transfection Reagent (Promega). The lentiviral particles were then concentrated with PEG-it Virus Precipitation Solution (Systems Biosciences), resuspended in 400μl DPBS + 25mM HEPES, and stored at -80°C until ready for use. For the viral transduction, GT1-7 cells were cultured in 6-well plates to 60% confluence. Various volumes of lentivirus (50, 100, 200μl) were added directly to the culture media and mixed. After 72h, reporter gene expression and cell viability were analyzed via microscopy and the cells that demonstrated the highest levels of GFP expression with minimal cell toxicity were expanded for further analysis.

### RNA-Seq library construction and sequencing

GT1-7-OX_1_ cells were plated in 75cm^2^ culture flasks and grown to near confluence. For cell treatments, culture media was replaced with fresh, warm media containing vehicle (H_2_O) for 8 hours, or 200nM OxA for 3 or 8 hours. RNA was isolated with TRIzol Reagent (Life Technologies) according to manufacturer’s protocol, including the addition of 10μg RNase-free glycogen (ThermoFisher). The RNA samples were then treated with DNase (New England Biolabs) to remove any genomic DNA contamination and then cleaned up with the Purelink RNA Micro Kit (Invitrogen). This process was repeated twice for n = 3 per condition. The DNase-treated Total RNA (250ng) was depleted of ribosomal RNA using the TruSeq Stranded Total RNA kit (Illumina) and quality assessed on an Agilent 2100 Bioanalyzer to confirm that 18S and 28S rRNA peaks were depleted. The rRNA-depleted RNA was converted to dsDNA libraries by following the TruSeq Stranded Total RNA sample prep kit user guide. Briefly, the RNA was fragmented, converted to cDNA, and ligated with adaptors. The adaptor-ligated DNA was then PCR amplified using 11 cycles to generate the final libraries. The final libraries were size selected and purified using 1.0 x Ampure XP beads (Beckman Coulter) then validated by the Bioanalyzer and qPCR quantified using primers that recognize the Illumina adaptors. The libraries were then pooled at equimolar ratios, quantified using qPCR (quantification of only the adaptor-ligated libraries) and loaded onto the NextSeq 500 flow cell (Illumina) at 1.8pM final concentration. Demultiplexed and quality filtered raw reads (fastq) generated from the NextSeq 500 were trimmed (adaptor sequences) using Trimmomatic, version 0.35 [56] and aligned to the reference genome (UCSC-mm10) using STAR, version 2.5.2a [57]. HTSeq-count (version 0.6.0) was used to generate gene counts and differential gene expression analysis was performed using DESeq2 (version 1.10.1, R version: 3.2.3) [58], comparing the OxA-treated samples to those treated with vehicle. The principle component analysis was performed via the plotPCA function in DESeq2, using the regularized log-transformed values of the 500 genes that were the most variable across all samples. In order to more closely identify the relationship between each sample and every other sample, the Euclidean distance between each pair of samples was calculated using the log-transformed values of the complete data set. Complete linkage clustering was then used to generate a sample-to-sample distance heatmap, via the pheatmap package in R source. For statistical analyses, raw counts for the two conditions of interest were imported into DESeq2 and transformed using the negative binomial Wald test. Adjusted p-values were generated via the Benjamini-Hochberg procedure.

### Promoter analysis

Gene symbols of the differentially expressed genes identified in the RNA-Seq data were entered into the DAVID Gene ID Conversion tool (https://david.ncifcrf.gov/) [59,60] under the settings “OFFICIAL_GENE_SYMBOL” (input) and “REFSEQ_MRNA” (output). From the complete set of 332 genes that were differentially regulated 2-fold or greater by OX_1_ signaling at 3 or 8h (adj. p-values <0.05, log_2_ Fold Change (log_2_FC) >1.0 or < -1.0), there were 31 official gene symbols that either were not recognized by DAVID, or could not be converted into a RefSeq_mRNA ID recognized by PSCAN, and could not be included in the PSCAN analysis. 

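*Tmem171*, a membrane protein gene with a mean normalized count of 2.93 ± 1.97 in vehicle-treated cells and 97.8 ± 20.8 after 8 h of OxA (SD, n = 3 cultures each), was among the genes that changed 2-fold or more at 8 h. *Ppm1k*, a mitochondrial phosphatase of branched-chain amino acid breakdown, was among those that did so at 3 h and fell by 1.49 on the log2 scale (SE 0.12, adjusted p = 7.30e-10). In total, 781 genes passed both thresholds at 3 or 8 h when the deposited counts were tested with edgeR. All 331 gene symbols listed in S2 Table were among them, and 450 of the 781 genes are not in that table. The number depends on the estimate of the fold change, which edgeR did not shrink toward 0. With a prior that shrinks fold changes, DESeq2 gave a number within 1.5 times the paper's 332. The motif analysis itself was not repeated, since it reads promoter sequences and not expression values.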

The complete list of gene ID conversions, including the unrecognized gene ID’s, can be found in S2 Table. The remaining gene ID’s were entered into the PSCAN user interface (http://159.149.160.88/pscan/), and run with the following settings: Mus musculus (organism), -450 +50 (region), Jaspar 2016 (Descriptors).

### Comparison between GT1-7-OX_1_ RNA-Seq and SD microarray meta-analysis

The RNA-Seq data from this work were cross-compared to results from an SD microarray meta-analysis [61]. Of the 91 SD-related mouse genes presented in the Wang, et al. study, five did not have Gene ID’s that correlated to our data set (*2310076G05Rik*, *3110003A17Rik*, *4932442K08Rik*, *C330006P03Rik*, and *D930028F11Rik*) and were not included in the comparison. Notably, our data set does not distinguish between the long and short isoforms of *Rbm3*, which were oppositely regulated by SD in the meta-analysis. Therefore, we also excluded *Rbm3* for this comparison.

### Sgk1 inhibition assay

GT1-7-OX_1_ cells were plated in 75cm^2^ culture flasks and grown to 70–90% confluence. Growth media was replaced with fresh, warm media containing 1.0μM GSK-650394 (Apexbio Technology), or DMSO vehicle. After 30 minutes at 37°C, either H_2_O vehicle or OxA was added to the media at 200nM (final). After another 3 hours of incubation at 37°C, RNA was purified from cells with the RNeasy Plus Mini Kit (Qiagen). First strand cDNAs were synthesized with the iScript cDNA Synthesis Kit (BioRad) in 400μl reactions using 20μg RNA. The qPCR reactions were done with PowerUp SYBR Green Master Mix (Applied Biosystems) and PrimeTime qPCR primer pairs (IDT, S3 Table) in 20μl reactions (10μl SYBR, 2μl primer pair (500nM, final), 0.5μl cDNA), in triplicate, on the StepOnePlus real time PCR system (Applied Biosystems). Cycling conditions were 50°C for 2 minutes, 95°C for 2 minutes, then 40 cycles of 95°C for 15 seconds, 50°C for 1 minute. In addition to 89 genes of interest, primer pairs targeting seven housekeeping genes were included (*Actb*, *B2m*, *Gusb*, *Polr2a*, *Ppia*, *Rplp0*, and *Tbp*). As it demonstrated the strongest stability amongst treatments, with a geNorm M value <0.2 (as determined via qbase+ software, version 3.1), *B2m* was used as the endogenous control for data analysis. Data were analyzed by the 2^-ΔΔC^_T_ method and represented as fold-change over control samples.

## Results

### Characterization of orexin receptor-expressing cell lines

The initial goal of this study was to identify a cell line that would be a reasonable model in which to analyze OX_1_ signaling. To that end, several cell lines, originating from different species, that have been reported to express one or both of the orexin receptors, endogenously, were acquired [51,62–64]. Each cell line was screened for the presence of OX_1_ and OX_2_ mRNA by qPCR with a set of probes designed to span various exons (Table 1). While some amplification was observed sporadically, the high Ct values and inconsistency between probes did not clearly demonstrate the presence of orexin receptor transcripts in any of the cell lines tested. In order to look for the presence of functional orexin receptors, the IP-One HTRF assay was employed. This assay is a FRET-based immunoassay that measures accumulation of inositol monophosphate (IP1) upon activation of the phospholipase C pathway and is often used as a measure of G_q_-coupled GPCR activation. At baseline levels, the kit components (FRET donor and acceptor) are bound together, resulting in a high HTRF ratio. Upon ligand-induced GPCR activation, production of cellular IP1 is stimulated. This native, unlabeled IP1 then displaces acceptor-labeled IP1, disrupting the proximity of the donor and acceptor molecules and resulting in decreased HTRF ratios. While this assay is commonly used to quantify IP1 production (via a standard curve), we utilized it as a simple measure of receptor functionality and did not perform this quantitation. As shown in Fig 1, none of the cell lines tested demonstrated detectable GPCR activation in response to increasing concentrations of the OxA peptide, whereas a CHO-based cell line stably expressing OX_1_ (CHO-OX_1_) provided a robust response.

**Fig 1:**
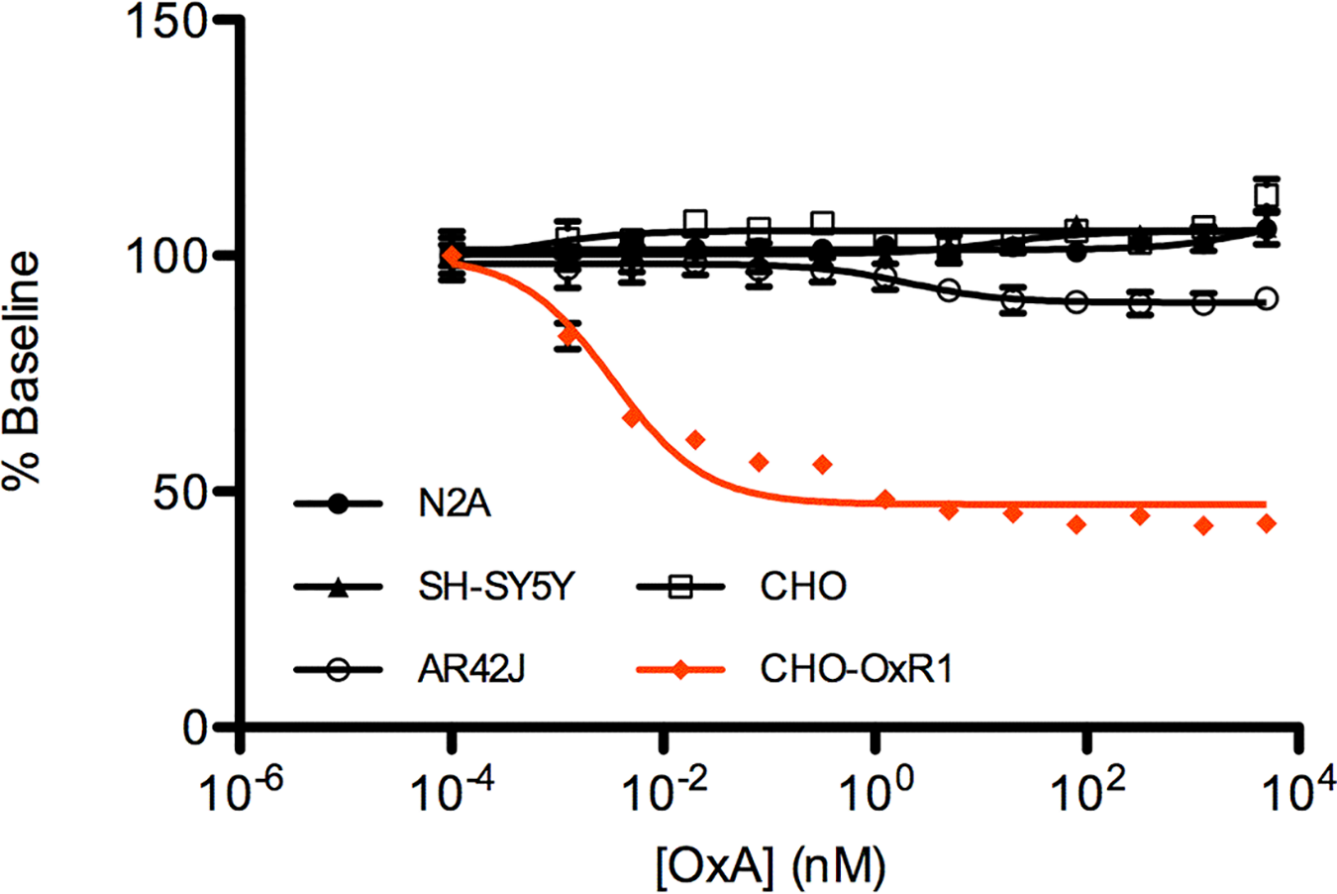
Characterization of cell lines previously reported to express orexin receptors. Each cell line was assayed for the presence of functional orexin receptors via the IP-One HTRF Assay. Cells were incubated with orexin A at various concentrations for 45 min. A CHO-based cell line stably expressing OX_1_ (CHO-OX_1_) was used as a positive control. The data are presented as a percentage of the baseline HTRF ratio (A_665_/A_620_ x 10000). Data points are mean (n = 3) and error bars represent standard error of the mean (SEM).

**Table 1:** Characterization of orexin receptor expression via qPCR.

** **	**Cell Line **	**CHO**	**CHO-OX**_**1**_	**AR42J**
** **	**Species**	Chinese Hamster	Chinese Hamster	rat
** **	**Type**	Ovary	Ovary	pancreatic cancer
** **	**Housekeeping Gene**	Human TBP	Human TBP	Euk. 18S rRNA
** **	**Housekeeping Gene Ct**	27.2247+/-0.0546	27.4827+/-0.0055	14.8803+/-0.0979
**OX**_**1**_	**Probe 1 Ct**	36.5295+/-0.7601	19.4577+/-0.0338	38.8842+/-1.9327
	**Probe 2 Ct**	40.0000+/-0.0000	36.6148+/-0.4199	40.0000+/-0.0000
**OX**_**2**_	**Probe 1 Ct**	36.3154+/-0.106	40.0000+/-0.0000	24.6203+/-0.0351
	**Probe 2 Ct**	32.0488+/-0.0467	32.0777+/-0.036	33.1794+/-0.1724
** **	**Cell Line **	**N2A**	**SHSY5Y**	**GT1-7**
** **	**Species**	mouse	human	mouse
** **	**Type**	neuroblast	neuroblastoma	hypothalamic neuron
** **	**Housekeeping Gene**	Mouse GAPDH	Human TBP	Mouse GAPDH
** **	**Housekeeping Gene Ct**	20.9608+/-0.0221	26.4232+/-0.0538	26.9245+/-0.0194
**OX**_**1**_	**Probe 1 Ct**	27.2944+/-0.0469	33.9322+/-0.3944	35.4889+/-0.1255
	**Probe 2 Ct**	30.5317+/-0.0467	20.8086+/-0.0078	36.6909+/-0.343
**OX**_**2**_	**Probe 1 Ct**	40.0000+/-0.0000	40.0000+/-0.0000	40.0000+/-0.0000
	**Probe 2 Ct**	40.0000+/-0.0000	31.997+/-0.0948	40.0000+/-0.0000

Three cell lines (AR42J, SH-SY5Y, and GT1-7) that have been previously reported to express orexin receptors, plus two negative control cell lines (CHO, N2A) and one positive control cell line (CHO-OX_1_), were screened for the presence of OX_1_ and OX_2_ mRNA via qPCR. Average Ct values are shown +/- standard deviation (n = 1, reads done in triplicate). Undetermined Ct values were assigned a value of 40, the total number of cycles used. The probes used for each sample are listed in S1 Table.

### Generation of GT1-7 cells stably expressing OX_1_

In the absence of an existing cell line that expresses OX_1_ endogenously, we turned to the construction of a neuronal cell line that would express recombinant OX_1_. As the orexin receptors are known to be highly expressed in the hypothalamus [65,66] and GT1-7 is a mouse cell line derived from hypothalamic neurons, it seemed reasonable to use this as the parental cell line. A lentiviral transduction system was used to stably incorporate human OX_1_ into GT1-7 cells. The presence of the transcript was verified by qPCR (Fig 2A) and the presence of functional receptor was demonstrated via IP-One HTRF assay (Fig 2B). The functional response to OxA in these cells was inhibited with SB-334867 [67], a selective inhibitor of OX_1_(Fig 2C).

**Fig 2:**
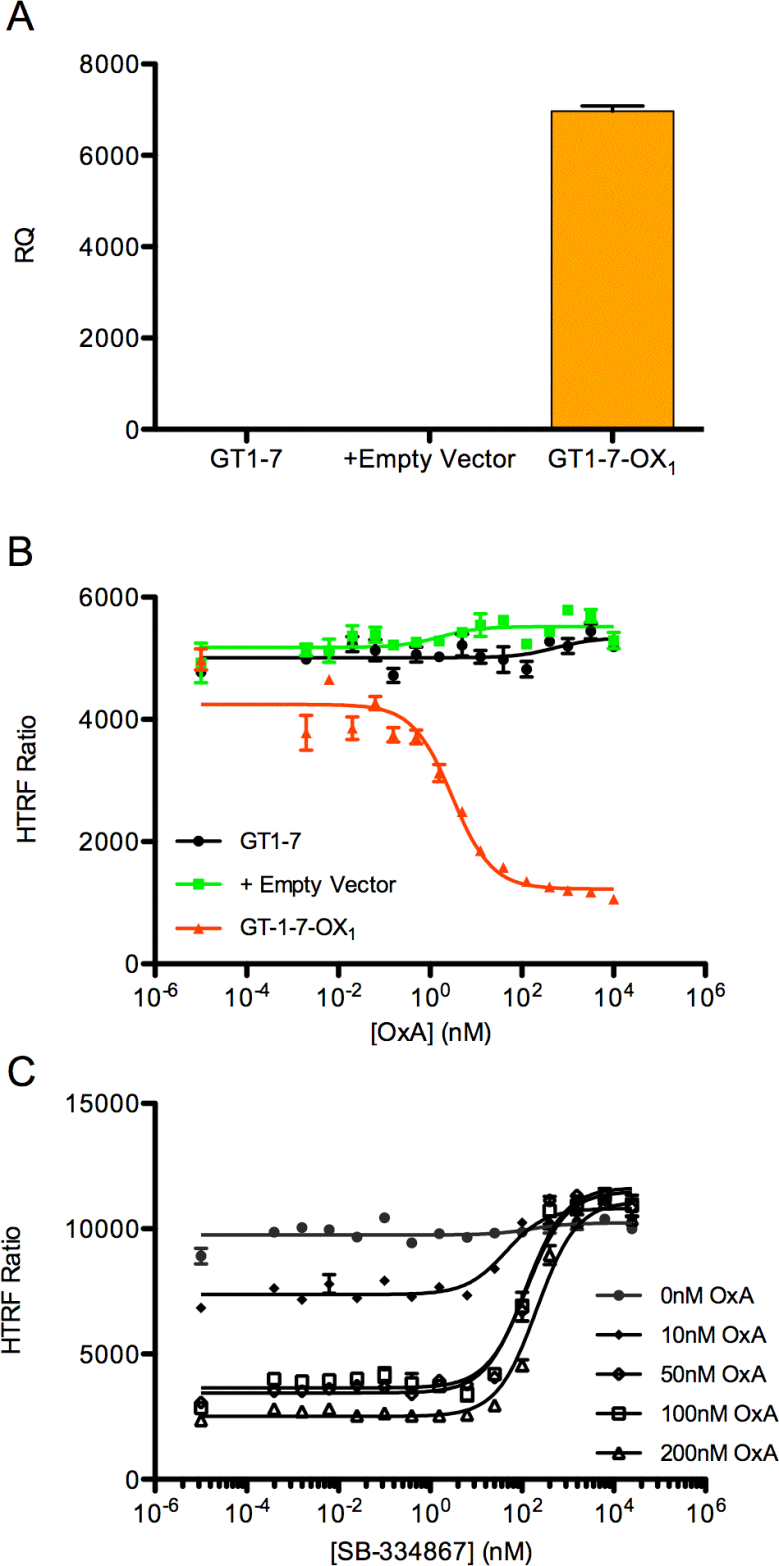
Generation of a GT1-7-based cell line stably expressing OX_1_. A lentiviral transduction system was used to generate GT1-7 cells that stably express OX_1_. (A) Presence of OX_1_ mRNA in the transduced cells was verified via qPCR. Data were analyzed by the 2^-ΔΔC^_T_ method, using mouse GAPDH as the reference, and are expressed as relative quantity (RQ), normalized to the parental cell line. (B) Parental, mock-transduced, and OX_1_-transduced GT1-7 cells were tested for the presence of functional OX_1_ via the IP-One HTRF Assay. (C) An orexin receptor antagonist, SB-334867, blocked orexin signaling in GT1-7-OX_1_ cells in a concentration-dependent manner. Data points are mean (n = 3), error bars represent SEM.

### RNA Seq analysis

In order to assess changes in gene expression brought about by OX_1_ signaling, GT1-7-OX_1_ cells were treated with OxA for 3 or 8 hours. 

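GT1-7-OX_1_ cells, a mouse hypothalamic neuronal line that secretes GnRH and here carries human OX_1_, were sequenced in 9 cultures, 3 per group. The medium was replaced with fresh, warm medium containing water as vehicle for 8 h, or 200 nM OxA, the orexin A peptide, for 3 or 8 h. No vehicle culture was collected at 3 h, so the 3 h cultures differed from vehicle in the time since the medium change as well as in OxA, while the 8 h cultures differed in OxA alone. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR and counted reads per gene with HTSeq. These raw counts and the authors' TPM values were used here. The counts assigned to genes totaled 17293093 to 18168541 per vehicle sample (median 17681312), 16487142 to 17877485 per 3 h sample (median 16923672) and 16217786 to 20445364 per 8 h sample (median 20027501). Mapped reads, the depth the paper gives, are a larger number, since not every mapped read is counted for a gene. Genes with too few counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and each pair of groups was compared with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method. A gene was taken as changed at an adjusted p under 0.05, and as changed 2-fold at a log_2_FC over 1 or under -1 as well. The log_2_FC values given here are not shrunken toward 0. Normalized counts are raw counts scaled by TMM to a common library size and are given as the mean ± SD of 3 cultures, and SE is the standard error of a log_2_FC. Positions are those of GRCm38, the assembly that UCSC calls mm10, from GENCODE M21, and the paper's text does not name the gene annotation behind the counts. Sets of genes were tested with camera, with its preset correlation between genes of 0.01. Beside a set test that passed, the p-value with a correlation estimated from the samples is given.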

RNA-Seq analysis was then used to identify transcripts regulated differentially compared to cells treated with vehicle. To evaluate the overall relationships between samples and test for batch effects, a principal component analysis was conducted (Fig A in S1 Fig). In addition, for a more complete analysis of how each sample compares to every other sample, a clustering analysis was performed (Fig B in S1 Fig). In each case, strong clustering among replicates and treatment groups was evident. Additionally, more than 3 x 10^7^ mapped reads were obtained per sample, representing approximately 90% of total reads, while only 0.4% of reads mapped to a ribosomal RNA reference, indicating minimal rRNA contamination. 

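The 9 samples grouped by treatment. On log2 counts scaled to the depth of each sample, for 15691 genes, the mean Euclidean distance was 66.9 (62.6 to 71.3, 9 pairs) between vehicle and 3 h OxA samples and 56.1 (51.5 to 60.6, 9 pairs) between vehicle and 8 h OxA samples. The 3 h and 8 h OxA samples lay 53.8 (51.5 to 57.0, 9 pairs) apart. Replicates of vehicle lay 37.4 (36.4 to 38.6, 3 pairs) from one another, replicates of 3 h OxA 40.5 (37.2 to 42.6, 3 pairs) and replicates of 8 h OxA 38.1 (36.7 to 39.5, 3 pairs). The mean distance within groups divided by that between groups was 0.656, the lowest of all 280 ways to split the 9 samples into 3 groups of 3 (exact permutation test, one-sided, p = 0.00357, the smallest that these splits allow), and the next lowest was 0.786. Hierarchical clustering of the same distances put the samples into the 3 treatment groups. On the 500 most variable genes, the first principal component held 61.4% of the variance and the second 20.0%.

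**Figure D1:**
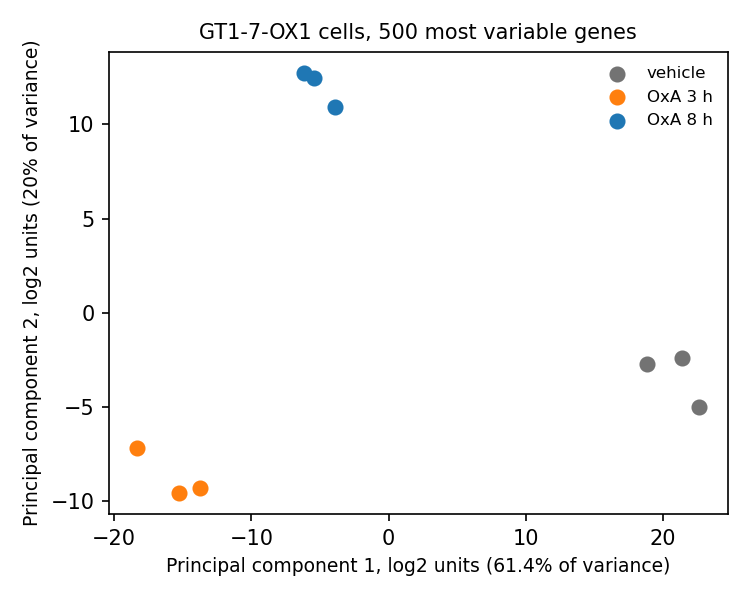
Principal component 1 (x axis) against principal component 2 (y axis), both in log2 units, for the 500 most variable genes, with a point for each of the 9 samples. Vehicle samples lie at positive values of component 1 and all OxA samples at negative values, and component 2 is positive in the 8 h samples and negative in the 3 h samples.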

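The mitochondrial 16S ribosomal RNA gene *mt-Rnr2* took 10.6 to 11.8% of the counts assigned to genes over the 9 samples. The 12S gene *mt-Rnr1* took 1.11 to 1.27%, and *Rn7sk*, which encodes the 7SK small nuclear RNA, took 1.62 to 1.74%. The mitochondrially encoded protein genes took 0.652 to 0.723%. In each sample, 21031 to 21618 genes had at least 1 count. These shares are of counts per gene, and alignment of reads to a ribosomal RNA reference cannot be repeated from them. The spread between replicates of a group was 1.96 to 5.31 times the variance that counting alone gives.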

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [68] and are accessible through GEO Series accession number GSE99690 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99690).

As an initial characterization of the recombinant model, the basal expression of known neural marker genes was analyzed. 

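In vehicle-treated GT1-7-OX_1_ cells, *Clstn2*, a postsynaptic calsyntenin, had 115 ± 9.76 TPM, *Th*, the rate-limiting enzyme of catecholamine synthesis, had 69.0 ± 3.15 TPM, and *Eno2*, the neuronal enolase, had 58.0 ± 4.21 TPM (mean ± SD, n = 3 cultures). *Dlg4*, which encodes the postsynaptic scaffold PSD-95, had 36.8 ± 1.20 TPM, and *Pcsk2*, a prohormone convertase and the lowest of the 19 neuronal markers, had 3.10 ± 0.207 TPM. All 19 neuronal markers were at a mean of 2 TPM or more (median 9.79 TPM), and none of 9 glial markers was (median 0.0720 TPM). The highest glial markers were *Cd68*, a lysosomal protein of macrophages and microglia, at 1.92 ± 0.724 TPM, and *S100b*, a calcium-binding protein of astrocytes, at 1.74 ± 0.163 TPM. Without vehicle replicate 3 the mean of *Cd68* was over 2 TPM, and 1 glial marker was then counted. *Ptprc*, the CD45 antigen of leukocytes, had no counts in any vehicle sample, and *Gfap*, the astrocyte intermediate filament, had 0.0720 ± 0.0646 TPM. Among markers of other cell types listed before the data were examined, 3 of 9 astrocyte markers were at 2 TPM or more, with *Glul*, glutamine synthetase, at 139.5 ± 10.3 TPM and *Fgfr3*, a fibroblast growth factor receptor, at 15.4 ± 0.581 TPM. The counts were 1 of 9 for oligodendrocyte markers, 2 of 10 for microglia, 1 of 8 for endothelial cells and 3 of 8 for fibroblasts.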

Using the average transcripts per million (TPM) values of the vehicle-treated control samples as a measure of expression level (Avg. TPM >2.0), GT1-7-OX_1_ cells expressed a number of neuronal marker genes [69], but not glial marker genes, indicating a neuronal genotype (Table 2). Of note, as GT1-7 cells were isolated from mouse hypothalamic tumor cells designed to express the SV-40 T-antigen under the control of the gonadotropin releasing hormone (GnRH) promoter sequence [70], we expected to see elevated levels of GnRH in these cells. As expected, these cells express GnRH at very high levels (Avg. TPM = 3924).

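*Gnrh1*, which encodes the precursor of GnRH and lies on chromosome 14 from 67745181 to 67749439, had 3924 ± 304 TPM in vehicle-treated cells (mean ± SD, n = 3 cultures), rank 8 of 37411 genes. Of 22 genes in a list of *Gnrh1* and its regulators fixed before the data were examined, 12 were at a mean of 2 TPM or more. The homeobox genes *Six6* (116 ± 1.04 TPM) and *Dlx5* (56.4 ± 2.15 TPM) were singled out after their values were seen. *Meis1*, another homeobox gene, had 46.7 ± 1.79 TPM, and *Pou2f2*, which encodes the octamer-binding factor Oct-2, had 1.76 ± 0.158 TPM. The receptor gene *Hcrtr1* had 58.8 ± 5.92 TPM, *Hcrtr2*, the gene of the other orexin receptor, had no counts in any vehicle sample, and *Hcrt*, the orexin precursor gene, had 0.434 ± 0.241 TPM. The counts are per mouse gene, so it is not known how many *Hcrtr1* reads came from the human transgene.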

**Table 2:** Expression of neural marker genes in GT1-7-OX_1_ cells.

Neuronal Maker Genes	Average TPM	Glial Maker Genes	Average TPM
Clstn2	115.0	cd68	1.9
TH	69.0	s100b	1.7
ENO2	58.0	pecam1	0.3
DLG4	36.8	cldn5	0.1
Asph	27.0	GFAP	0.1
Vgf	26.1	vwf	0.0
MAP2	21.0	tnf	0.0
Napb	10.5	ocln	0.0
Icam5	10.2	ptprc	0.0
Ttc9	9.8		
Ica1l	8.9		
Pgm2l1	8.8		
Satb2	7.8		
Cxadr	7.1		
Lpl	5.2		
Cacna1b	4.1		
Camk2b	3.7		
SYP	3.3		
Pcsk2	3.1		

To quantify the basal expression levels of known neural marker genes in GT1-7-OX_1_ cells, the TPM values of the vehicle-treated samples were used. Genes were considered to be expressed if the average TPM values were 2.0 or greater.

When the GT1-7-OX_1_ cells were treated with the OxA peptide, 5118 genes were differentially regulated with statistical significance at the 3-hour time point (adj. p-values <0.05). Of these, 294 were regulated 2-fold or greater (257 up, 37 down, log_2_FC >1.0 or < -1.0). 

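After 3 h of OxA, 15 of 24 measured genes of cholesterol synthesis and uptake rose and 2 fell (16 and 2 adjusted over the list alone, set test adjusted p = 1.14e-06, and adjusted p = 0.16 with an estimated correlation). *Insig1*, the sterol-regulated brake on this pathway, rose from 688 ± 56.8 to 2326 ± 115 normalized counts (SD, n = 3 cultures each), a log_2_FC of 1.76 (SE 0.060, adjusted p = 1.32e-16). *Cyp51*, a sterol demethylase, rose by 1.63 on the log2 scale (SE 0.049, adjusted p = 1.37e-17). At 8 h, where the times match, 7 of the 24 genes rose and 3 fell (7 and 4 adjusted over the list alone). The set test did not pass there (adjusted p = 0.479). Of 16 targets of Notch, BMP and TGF-beta signaling, 14 rose and 1 fell at 3 h (the same counts adjusted over the list alone, set test adjusted p = 2.23e-07, and adjusted p = 0.202 with an estimated correlation). *Hes1*, a Notch-responsive repressor, rose from 49.8 ± 8.22 to 243 ± 27.4 counts, and *Smad9*, a BMP-responsive Smad, from 475 ± 23.4 to 1085 ± 89.3, while *Bmp2*, a BMP ligand, fell from 605 ± 50.5 to 242 ± 5.56. Among 17 cytokine and JAK-STAT genes, 15 rose and 1 fell (the same counts adjusted over the list alone, set test adjusted p = 2.13e-07, and adjusted p = 0.16 with an estimated correlation). *Lif*, a cytokine of the interleukin 6 family, rose by 3.71 on the log2 scale (SE 0.21, adjusted p = 1.66e-12), and *Socs3*, a feedback inhibitor of such cytokines, by 2.24 (SE 0.12). In all, 5973 of 15352 genes changed (3104 up, 2869 down), and with upper-quartile scaling more fell than rose (2426 up, 3719 down).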

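Among the larger changes at 3 h, *Noct*, the circadian gene of nocturnin, rose from 841 ± 48.9 to 4341 ± 113 normalized counts (SD, n = 3 cultures each), a log_2_FC of 2.37 (SE 0.051, adjusted p = 4.15e-20). *Dok7*, an adaptor of the muscle receptor kinase MuSK, rose by 2.18 on the log2 scale (SE 0.057), and *Sox9*, a transcription factor of progenitor cells, by 3.71 (SE 0.19, adjusted p = 6.29e-09). *Kcnj2*, which encodes the inward rectifier potassium channel Kir2.1, fell from 189.8 ± 33.7 to 52.9 ± 8.86 counts (adjusted p = 3.62e-09), and *Adamts15*, a secreted metalloprotease, from 113 ± 27.6 to 22.2 ± 10.4 (adjusted p = 2.98e-07). At a log_2_FC over 1 or under -1, 640 genes changed, 426 up and 214 down. At 4-fold or more, 107 were up and 8 were down. The median size of the log_2_FC among all genes changed was 0.396. These counts depend on the estimate of the fold change: with a prior that shrinks fold changes, DESeq2 gave 283 up and 46 down.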

From the 8-hour OxA treatment, 3683 genes were differentially regulated with statistical significance (adj. p-values <0.05). Of these, 116 were regulated 2-fold or greater (103 up, 13 down, log_2_FC >1.0 or < -1.0). 

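After 8 h of OxA, genes of ribosome biogenesis were higher than in vehicle-treated cells. *Npm1*, the nucleolar chaperone nucleophosmin, rose from 3592 ± 66.7 to 5889 ± 225 normalized counts (SD, n = 3 cultures each), a log_2_FC of 0.71 (SE 0.042, adjusted p = 8.66e-12), and *Nop2*, a ribosomal RNA methyltransferase, rose by 0.91 on the log2 scale (SE 0.053). Of 30 such genes, 29 rose and 0 fell (30 and 0 adjusted over the list alone). The set test gave an adjusted p of 4.43e-19, and 0.0364 with an estimated correlation. At 3 h 23 rose and 1 fell (24 and 1 adjusted over the list alone). The latter, *Dkc1* of the pseudouridine synthase complex (adjusted p = 0.0433), did not pass with DESeq2 (adjusted p = 0.11) or without vehicle replicate 1 (adjusted p = 0.252). Genes of plasminogen activation and matrix also rose, 14 of 18 with 1 lower (15 and 2 adjusted over the list alone, set test adjusted p = 2.52e-10, and adjusted p = 0.0669 with an estimated correlation). *Col6a3*, a chain of collagen VI, rose from 71.8 ± 10.2 to 452 ± 26.6 counts at 8 h (adjusted p = 1.68e-14). In all, 4377 of 15407 genes changed at 8 h (2359 up, 2018 down), and with upper-quartile scaling more fell than rose (1994 up, 2515 down).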

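Neurosecretory and synaptic genes were among those with large changes at 8 h. *Vgf*, a secreted neuropeptide precursor, rose from 613 ± 82.9 to 4894 ± 465 normalized counts (SD, n = 3 cultures each), a log_2_FC of 2.99 (SE 0.10, adjusted p = 1.71e-07). *Nptx1*, a neuronal pentraxin, rose by 2.20 on the log2 scale (SE 0.14), *Sv2c*, a synaptic vesicle protein, by 1.50 (SE 0.11) and *Slc17a6*, the vesicular glutamate transporter VGLUT2, by 2.22 (SE 0.33). *Gad1*, an enzyme of GABA synthesis, fell from 459 ± 55.4 to 226 ± 20.6 counts (adjusted p = 2.74e-08). Of 22 measured genes of this list, 10 rose and 3 fell (10 and 4 adjusted over the list alone, set test adjusted p = 0.0408, and adjusted p = 0.29 with an estimated correlation). At a log_2_FC over 1 or under -1, 286 genes changed, 192 up and 94 down, and at 4-fold or more 60 and 4. Of the 426 genes up 2-fold at 3 h, 378 were tested at 8 h and 276 of these were up, or 73.0% against 13.9% of the other genes (Fisher's exact test, two-sided, odds ratio 16.8, 95% interval 13.2 to 21.4, p = 1.11e-143, with genes taken as independent). Both time points were compared with the same 3 vehicle samples, which alone gives some overlap, so this share and p-value overstate it. With no vehicle sample used at both times, genes up 2-fold at 3 h had a median log_2_FC at 8 h of 0.612 to 0.757. The median of the other genes was -0.0101 to -0.0046. With the prior that shrinks fold changes, DESeq2 gave 88 up and 9 down 2-fold.

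**Figure D2:**
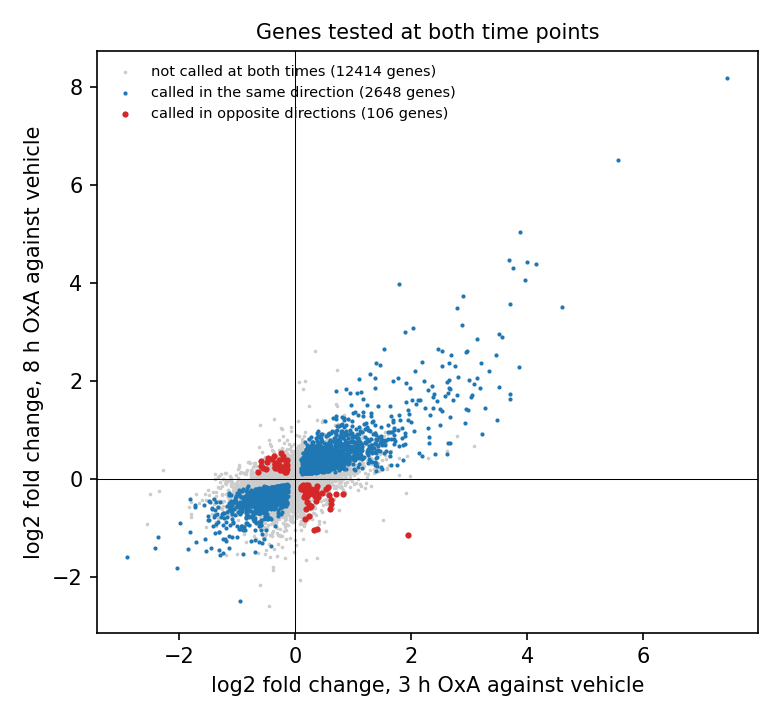
log_2_FC at 3 h (x axis) against log_2_FC at 8 h (y axis), each against vehicle, with a point for each of the 15168 genes tested at both times, colored by whether the gene changed in the same direction at both times, in opposite directions (106 genes), or not at both. The point at the upper right is *Ereg*, an EGF family ligand gene with no counts in vehicle, whose fitted values depend on the prior count.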

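*Serpinb2*, which encodes plasminogen activator inhibitor 2, had 31.9 ± 5.54 normalized counts in vehicle-treated cells, 1520.1 ± 543 after 3 h of OxA and 2907 ± 495 after 8 h (SD, n = 3 cultures each), a log_2_FC of 5.57 (SE 0.48, adjusted p = 0.00115) and a 90.7-fold rise at 8 h (adjusted p = 2.71e-06). It had the largest rise at both times among genes with a mean of at least 50 normalized counts and no overlap between groups. *Cd109*, a membrane co-receptor that dampens TGF-beta signaling, rose by 4.60 at 3 h (SE 0.13) and was 11.3 times vehicle at 8 h. *Areg*, the EGF receptor ligand amphiregulin, rose by 4.15 (SE 0.35) and 4.38 (SE 0.19). *Plaur*, the urokinase receptor gene, rose from 112 ± 24.0 to 1279 ± 198 counts at 3 h and was at 872 ± 44.4 at 8 h. *Timp1*, an inhibitor of matrix metalloproteases, rose by 1.78 at 3 h and 3.97 at 8 h, and its count at 8 h was above that at 3 h (log_2_FC 2.19, SE 0.29, adjusted p = 0.00103). *Rasgrp1*, an activator of Ras, fell by 1.98 at 3 h (SE 0.054, adjusted p = 2.63e-18) and by 0.89 at 8 h. *Sybu*, which links syntaxin to kinesin, fell by 2.89 at 3 h (SE 0.28) and by 1.60 at 8 h (SE 0.22). *Scara5*, a ferritin scavenger receptor, had a log_2_FC of 0.079 at 3 h (adjusted p = 0.719) and fell by 2.07 at 8 h (SE 0.16, adjusted p = 7.98e-08).

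**Figure D3:**
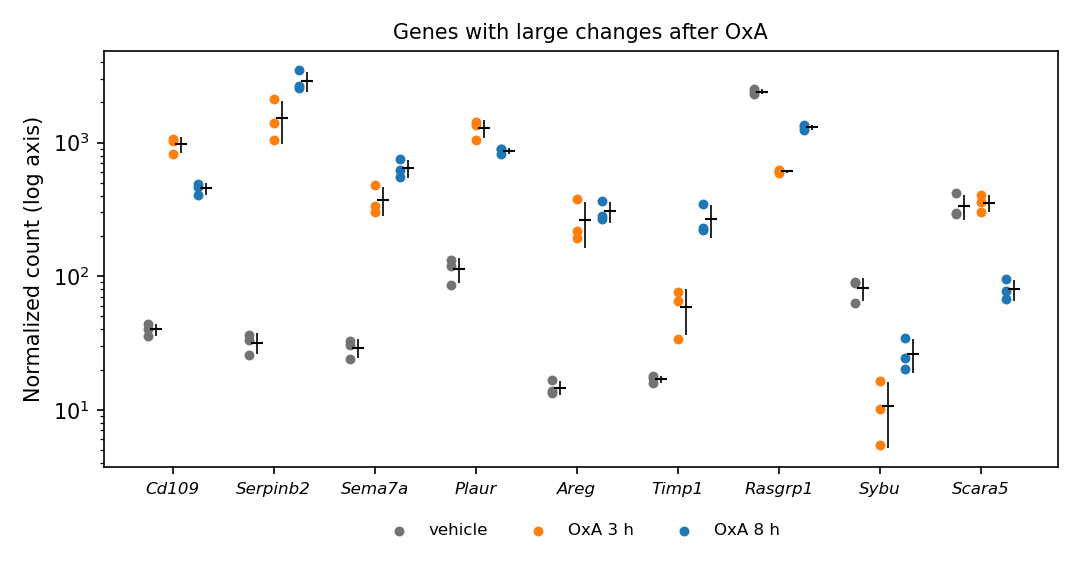
Normalized counts (log axis) of 9 genes in each of the 9 samples, with the mean and SD of the 3 samples of a group beside its points. *Timp1* and *Serpinb2* are highest after 8 h of OxA, *Cd109* and *Plaur* after 3 h, and *Rasgrp1* and *Sybu* are lowest after 3 h.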

Heat maps were generated to indicate the 50 most differentially regulated genes at each time point (Fig 3), as determined by overall fold change (adj. p-values <0.05).

**Fig 3:**
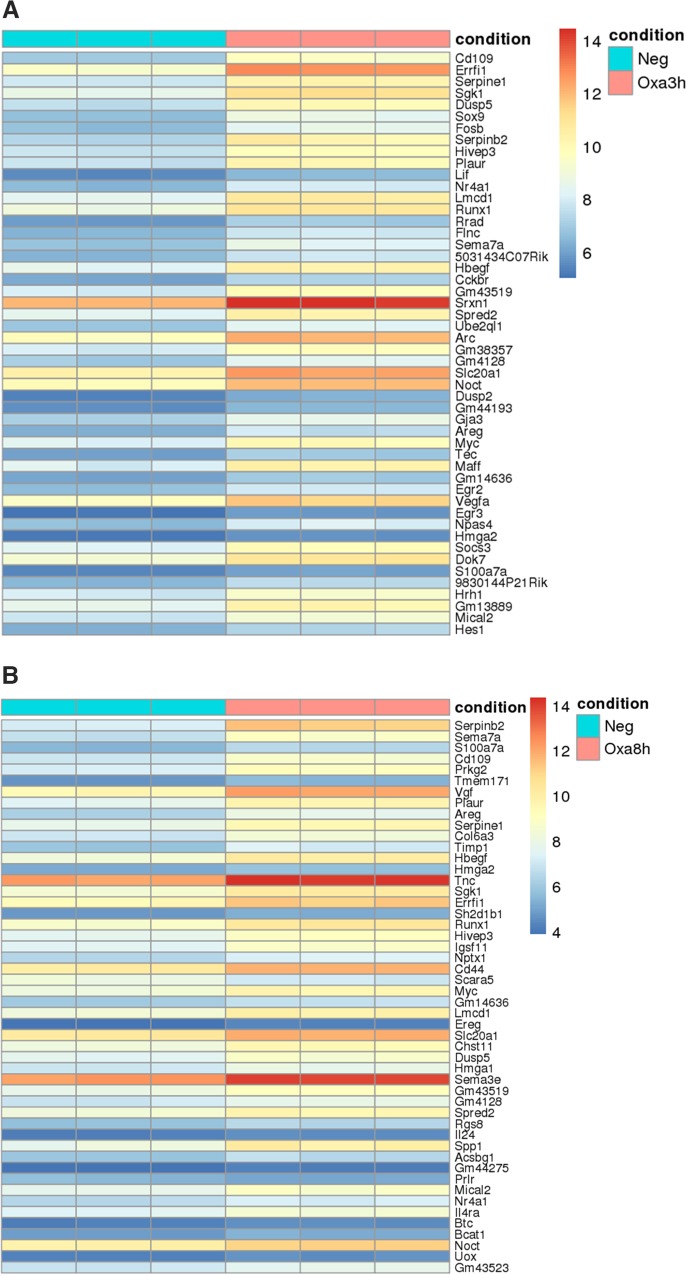
Heat maps indicating the genes most highly regulated by OX_1_ activation. (A) Vehicle-treated vs. 3-hour treatment with OxA. (B) Vehicle-treated vs. 8-hour treatment with OxA. The values (colors) shown are the regularized log transformations of the original count data.

In order to validate the changes in gene expression demonstrated by the RNA-Seq data, the experiment was repeated and a subset of genes was analyzed by qPCR. The levels of gene expression measured were consistent with the RNA-Seq data. (Fig 4A). In a second, smaller validation experiment, SB-334867 was used to inhibit the orexin-dependent differential expression of another subset of genes, demonstrating that OX_1_ activation was required for these changes in transcription (Fig 4B).

**Fig 4:**
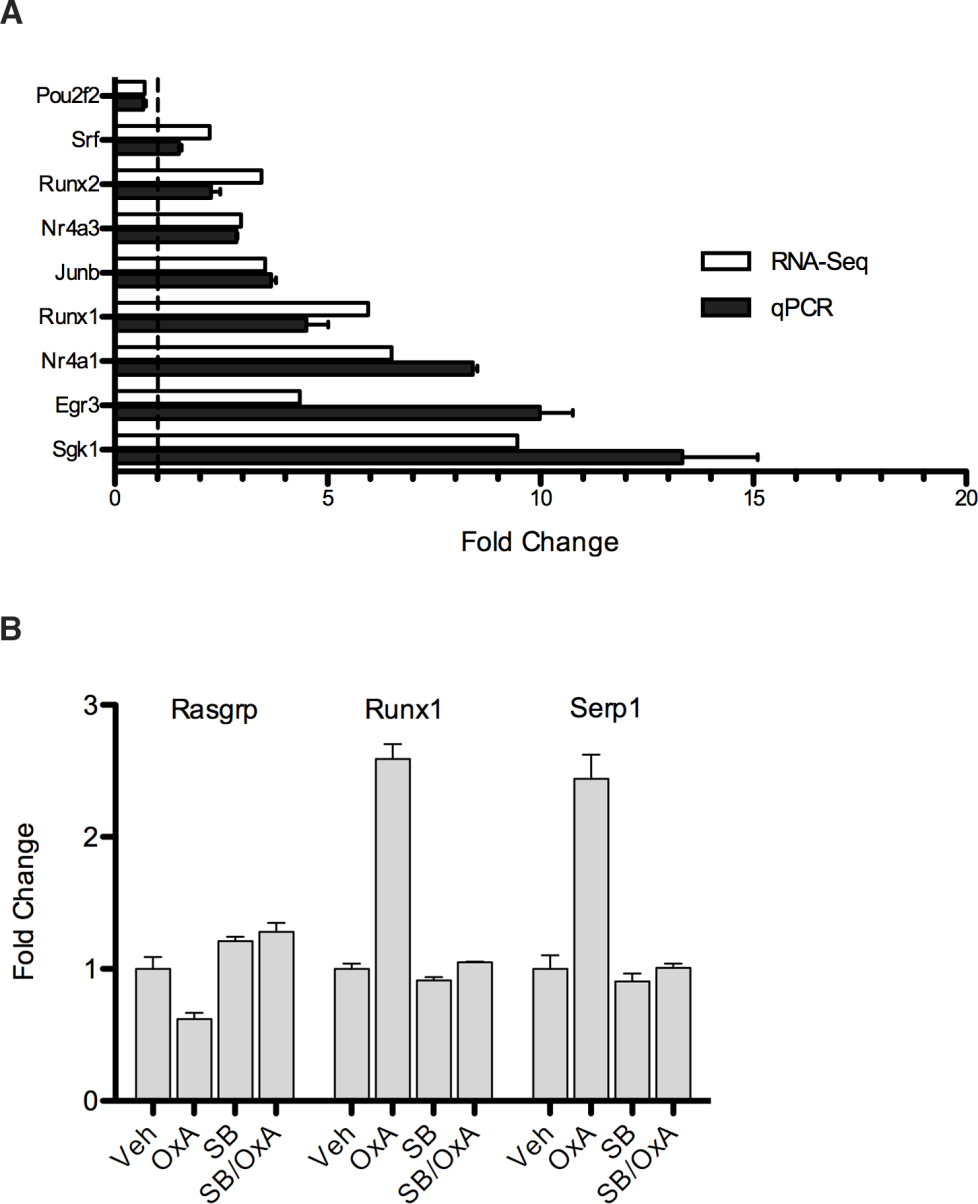
qPCR validation of RNA-Seq data. (A) A subset of genes that were differentially regulated by OX_1_ signaling in the RNA-Seq experiment were chosen for qPCR verification. GT1-7-OX_1_ cells were treated with 100nM OxA for 3 hours. The fold-change from the RNA-Seq data is included as a reference to demonstrate similarity of effects. (B) An OX_1_-specific antagonist inhibits OxA-dependent changes in transcription. GT1-7-OX_1_ cells were treated with 20μM SB-334867 for 10 minutes prior to addition of 100nM OxA for 3 hours. RNA was purified from each sample and analyzed via qPCR. Mean fold change is presented (n = 1, reads done in triplicate) with error bars representing SEM.

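In the RNA-Seq data at 3 h, *Egr3*, an immediate early transcription factor, rose 8.48-fold, from 13.0 ± 5.37 to 111 ± 13.4 normalized counts (SD, n = 3 cultures each, adjusted p = 3.05e-10). The nuclear receptor gene *Nr4a3* rose 6.12-fold, from 9.73 ± 2.75 to 60.1 ± 10.8 counts (adjusted p = 6.75e-08). *Junb*, an AP-1 subunit, rose 3.73-fold, *Runx2*, a Runt domain factor, 3.62-fold and *Srf*, the serum response factor, 2.29-fold. *Pou2f2* fell from 107 ± 9.51 to 69.9 ± 2.06 counts (adjusted p = 0.00247). Of the 9 genes of Fig 4A, 8 rose and 1 fell at 3 h (the same counts adjusted over the list alone, which is not independent evidence, since the genes were chosen on these samples). At 8 h 5 of them were above vehicle and 1 below, and 8 were lower at 8 h than at 3 h. The RNA-Seq cells received 200 nM OxA, a higher dose than the cells measured by qPCR.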

The results were also compared to a microarray study of OX_1_-expressing HEK293 cells published previously [71]. Of the genes that were up-regulated 2-fold or greater by OX_1_ activation in HEK293 cells, 346 had gene symbols that were present in the GT1-7-OX_1_ RNA-Seq data. Of these, only 24 (6.9%) were similarly up-regulated in GTI-7-OX_1_ cells (2-fold or greater at 3 or 8h, adj. p <0.05). 

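Of the 24 genes that S4 Table lists as up in both cell types, 23 rose in GT1-7-OX_1_ cells at 3 h, all of them 2-fold or more, and 19 were above vehicle at 8 h, 8 of them 2-fold or more. *Hbegf*, an EGF receptor ligand, rose from 237 ± 44.4 to 1487 ± 96.2 normalized counts at 3 h and was at 1227 ± 105 at 8 h (SD, n = 3 cultures each), a log_2_FC of 2.65 (SE 0.093, adjusted p = 1.89e-13) and of 2.36. *Gja3*, a gap junction connexin, rose by 2.42 at 3 h (SE 0.10, adjusted p = 8.89e-15) and by 0.51 at 8 h. *Pappa*, a protease that frees insulin-like growth factors, rose by 1.91 (SE 0.15) and 1.56 (SE 0.14). *Nog*, the secreted BMP antagonist noggin, rose from 176 ± 32.1 to 664 ± 90.2 counts at 3 h and was at 145 ± 5.19 at 8 h (adjusted p = 0.103 against vehicle, and 0.017 without vehicle replicate 2). *Spp1*, the matrix protein osteopontin, had a log_2_FC of 0.35 at 3 h (adjusted p = 0.562) and rose by 2.61 at 8 h (SE 0.30, adjusted p = 0.00414). The paper selected these genes on these samples, so their count, 23 up at 3 h when adjusted over the list alone, is not independent evidence. The HEK293 measurements are not among the deposited files and were not examined.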

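*Runx1t1*, a transcriptional corepressor of the ETO family, fell from 171 ± 26.2 to 67.0 ± 15.4 normalized counts after 3 h of OxA in GT1-7-OX_1_ cells (SD, n = 3 cultures each), or by 1.34 on the log2 scale (SE 0.16, adjusted p = 5.70e-07). At 8 h it was at 104 ± 1.06 counts and had fallen less, with a log_2_FC of -0.72 (SE 0.13, adjusted p = 0.000174). Its count was higher at 8 h than at 3 h (log_2_FC 0.62, SE 0.17, adjusted p = 0.00701). The gene lies on chromosome 4 from 13743436 to 13893649.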

Of the genes that were down-regulated 2-fold or greater by OX_1_ activation in HEK293 cells, 370 had gene symbols that were present in the GT1-7-OX_1_ RNA-Seq data, with only 1 (0.3%) that was similarly down-regulated (2-fold or greater at 3 or 8h, adj. p <0.05). Conversely, 5 of the 370 (1.4%) down-regulated genes were actually up-regulated 2-fold or greater at either 3 or 8h in GT1-7-OX_1_ cells. 

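Of the 5 genes that S4 Table lists as regulated inversely, *Tnc*, which encodes the matrix glycoprotein tenascin C, rose from 4145 ± 476 to 11405 ± 858 normalized counts at 3 h and to 20767 ± 1747 at 8 h (SD, n = 3 cultures each), a log_2_FC of 1.46 (SE 0.081, adjusted p = 2.30e-07) and of 2.32 (SE 0.10, adjusted p = 3.98e-06). *F3*, the tissue factor gene, rose by 1.65 at 3 h (SE 0.21, adjusted p = 0.00469), and *Ier5l*, an immediate early response gene, by 1.32 (SE 0.064, adjusted p = 1.89e-13). *Rtn4*, the Nogo gene, rose by 0.82 at 3 h and 0.98 at 8 h, and *Csmd2*, a complement control protein gene, by 0.87 at 8 h (SE 0.19, adjusted p = 0.00137), both below a log_2_FC of 1. At 3 h 4 of the 5 rose and 0 fell, and 3 rose 2-fold or more (the count adjusted over the list alone, also 4, is not independent evidence, since the genes were chosen on these samples).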

So, while some similarities were observed, the data were poorly replicated in the two systems, highlighting the importance of using an appropriate model for studying signal transduction, *in vitro*. Nevertheless, we did identify a set of genes comparably regulated by OX_1_ in both HEK293 and GT1-7 cells, strongly supporting a role for these genes in OX_1_ signal transduction (S4 Table).

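*Cxxc5*, a zinc finger regulator of Wnt signaling, rose from 1384 ± 50.2 to 3661 ± 172 normalized counts after 3 h of OxA and was at 1663 ± 81.4 after 8 h (SD, n = 3 cultures each). *Gadd45b*, a stress-inducible growth arrest gene, went from 279 ± 36.6 to 896 ± 15.6 and 623 ± 44.2 counts, and *Dclk1*, the doublecortin-like kinase, from 592 ± 49.5 to 1549 ± 87.8 and 1105 ± 72.8. *Skil*, a repressor of TGF-beta signaling, rose by 1.38 at 3 h (SE 0.053) and 0.29 at 8 h (SE 0.046). Among the genes of S4 Table up in both cell types, 21 were lower at 8 h than at 3 h and 2 were higher, *Tnc* and *Spp1*. The set test of the list gave an adjusted p of 5.24e-18 at 3 h (adjusted p = 0.0749 with an estimated correlation) and of 2.21e-11 at 8 h (adjusted p = 0.181 with an estimated correlation), on genes that the paper chose from these samples. *Spp1* was at 267 ± 111 counts at 3 h and 1279.5 ± 274 at 8 h, and its difference between the times did not pass the test without 3 h replicate 3 (adjusted p = 0.0501).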

### Transcription factors regulated by OX_1_ signaling

GPCR-mediated signaling usually results in the activation or suppression of transcription factors, which then drive downstream changes in global gene expression. The data were thus searched for OX_1_-regulated genes known to encode transcription factors. 

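*Npas4*, a transcription factor induced by neuronal activity, rose from 44.3 ± 19.7 to 377 ± 62.3 normalized counts after 3 h of OxA and was at 169 ± 14.3 after 8 h (SD, n = 3 cultures each), a log_2_FC of 3.09 (SE 0.22, adjusted p = 3.16e-07) and of 1.93 (SE 0.20). *Maff*, a small Maf factor, rose by 3.03 at 3 h (SE 0.24, adjusted p = 0.000534) and by 1.67 at 8 h (SE 0.26, adjusted p = 0.00715). Of 31 measured immediate early genes, listed before the data were examined and including genes the paper names, 30 rose and 0 fell at 3 h, 22 of them by 2-fold or more. The exception was *Nr4a2*, a nuclear receptor gene with a log_2_FC of -0.23 (SE 0.39, adjusted p = 0.681). At 8 h 19 of 30 were above vehicle and 0 below, and 26 of 31 were lower at 8 h than at 3 h. Adjusted over the list alone, 30 rose at 3 h, 22 were above vehicle at 8 h and 27 were lower at 8 h than at 3 h. The set test gave an adjusted p of 1.09e-17 at 3 h (adjusted p = 0.109 with an estimated correlation) and of 2.52e-10 at 8 h (adjusted p = 0.276 with an estimated correlation).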

Several families of related transcription factors, mostly immediate early genes, were highly regulated by orexin. These include the early growth response genes (*Egr1*, *Egr2*, *Egr3*), AP-1 (*Fos*, *Fosb*, *Junb*, *Fosl2*), high mobility group superfamily A (*Hmga1*, *Hmga2*), the Nr4a family of nuclear hormone receptors (*Nr4a1*, *Nr4a3*), the Id family of transcriptional repressors (*Id1*, *Id2*, *Id3*, *Id4*), various Kruppel-like factors and related proteins (*Klf4*, *Klf5*, *Klf6*, *Klf9*, *Klf10*, *Klf11*, *Klf13*, *Klf16*, *Glis1*, *Glis2*, *Zbtb16*), and the Runx family (*Runx1*, *Runx2*, *Runx1t1*) (Table 3).

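*Fosb*, an AP-1 subunit, rose from 48.9 ± 16.1 to 543 ± 69.7 normalized counts at 3 h and was at 113 ± 18.7 at 8 h (SD, n = 3 cultures each), a log_2_FC of 3.48 (SE 0.16, adjusted p = 7.64e-12) and of 1.20. *Fos* rose by 1.48 at 3 h (SE 0.11) and *Fosl2* by 1.52 (SE 0.061), and all 4 AP-1 genes of Table 3 were higher at 3 h and 4 at 8 h, *Fos* at 8 h only with all 3 samples of its group (adjusted p = 0.0159, and 0.0582 without 8 h replicate 1). *Hmga2*, a chromatin architectural factor, rose from 4.55 ± 1.50 to 72.7 ± 7.72 counts at 3 h and 78.0 ± 8.22 at 8 h. *Runx1*, a Runt domain factor, rose by 2.66 at 3 h (SE 0.074, adjusted p = 1.43e-17) and 2.03 at 8 h (SE 0.075), and of the 3 Runx family genes 2 rose and 1 fell at both times. All 4 Id genes, inhibitors of basic helix-loop-helix factors, rose at 3 h, with *Id3* going from 285 ± 33.6 to 728 ± 79.0 counts and back to 309.9 ± 33.9 at 8 h. *Id2* went from 517 ± 38.8 to 841 ± 94.2 and then to 421 ± 34.6, below vehicle at 8 h (log_2_FC -0.31, adjusted p = 0.00541, and 0.0502 without 8 h replicate 2). Of the 3 Nr4a genes, 2 rose at 3 h and 1 at 8 h. Over the whole of Table 3, 28 of 31 genes rose and 2 fell at 3 h, 17 of 30 were higher and 3 lower than vehicle at 8 h, and 25 were lower at 8 h than at 3 h. Adjusted over the list alone the counts at 3 h and 8 h were the same, which is not independent evidence, since the paper chose the genes on these samples.

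**Figure D4:**
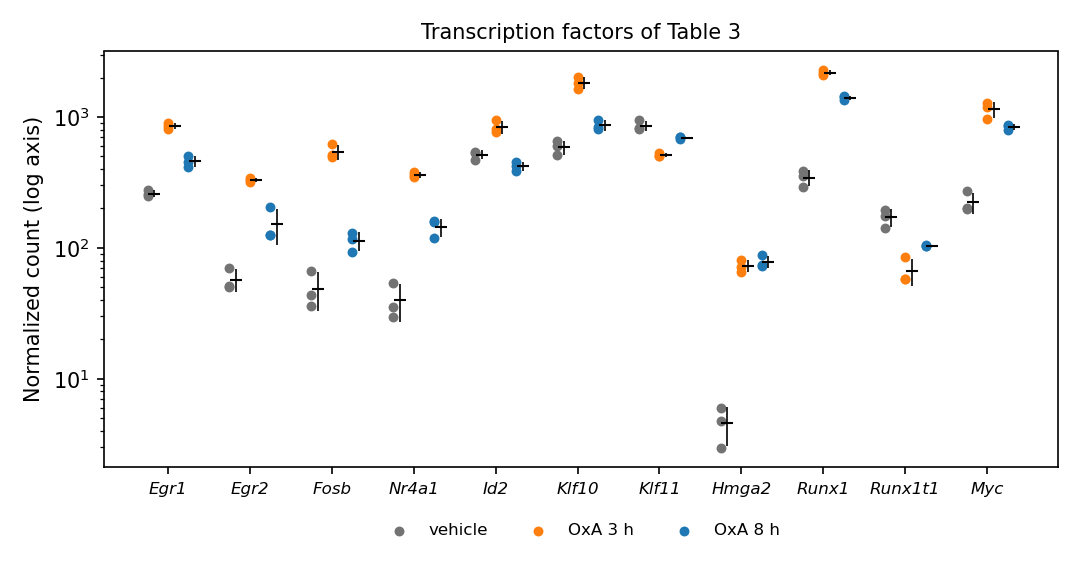
Normalized counts (log axis) of 11 transcription factor genes in each of the 9 samples, with the mean and SD of the 3 samples of a group beside its points. Counts are highest at 3 h for *Egr1*, *Egr2*, *Fosb*, *Nr4a1*, *Id2*, *Klf10*, *Runx1* and *Myc*, alike at 3 and 8 h for *Hmga2*, and lowest at 3 h for *Klf11* and *Runx1t1*.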

**Table 3:** Partial list of transcription factors regulated by OxA in GT1-7-OX_1_ cells.

Gene ID	3h Log2 FC	3h Adj p-value	8h Log2 FC	8h Adj p-value
Egr1	1.63	4.15E-70	0.77	7.45E-15
Egr2	2.14	1.48E-42	1.13	1.32E-11
Egr3	2.12	6.03E-25	0.35	2.29E-01
Egr4	0.76	1.28E-03	0.37	NA
Fos	1.25	3.11E-14	0.69	1.19E-04
Fosb	3.01	1.26E-92	0.96	9.48E-09
Fosl2	1.50	5.66E-130	0.78	1.62E-34
Junb	1.82	3.99E-94	0.68	1.07E-12
Glis1	1.58	1.69E-17	0.05	8.95E-01
Glis2	0.60	5.96E-19	0.13	1.52E-01
Hmga1	1.75	5.81E-37	1.63	6.45E-32
Hmga2	2.11	2.28E-24	2.20	2.77E-26
Id1	1.01	3.29E-11	0.29	1.34E-01
Id2	0.68	1.36E-12	-0.28	1.28E-02
Id3	1.28	4.13E-33	0.11	5.08E-01
Id4	1.23	7.93E-11	0.30	2.38E-01
Klf4	1.06	2.96E-18	0.20	2.28E-01
Klf5	0.95	1.53E-07	0.47	2.48E-02
Klf6	1.00	2.01E-39	0.60	7.32E-14
Klf9	0.81	2.34E-44	-0.01	9.60E-01
Klf10	1.57	3.67E-70	0.53	5.29E-08
Klf11	-0.70	5.11E-17	-0.29	1.24E-03
Klf13	0.55	2.23E-21	0.17	1.13E-02
Klf16	0.95	8.55E-18	0.36	5.55E-03
Myc	2.21	1.60E-98	1.78	1.74E-62
Nr4a1	2.70	5.99E-71	1.49	2.45E-20
Nr4a2	-0.10	7.88E-01	-0.04	9.29E-01
Nr4a3	1.57	1.69E-12	0.26	4.28E-01
Runx1	2.57	6.96E-246	1.95	2.93E-138
Runx1t1	-1.13	1.17E-11	-0.62	3.23E-04
Runx2	1.79	3.17E-95	0.37	3.52E-04

In order to identify the transcription factors likely responsible for driving the more downstream changes in gene expression, we performed an *in silico* analysis with PSCAN, an automated program that examines the promoter regions of regulated genes in order to identify common transcription factor binding sites [72]. 

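*Myc*, which encodes the growth regulator c-Myc, rose from 223 ± 41.5 to 1147 ± 158 normalized counts after 3 h of OxA and was at 839 ± 41.1 after 8 h (SD, n = 3 cultures each), a log_2_FC of 2.36 (SE 0.13, adjusted p = 6.20e-08) and of 1.91 (SE 0.094, adjusted p = 6.15e-12). *Egr2*, an immediate early zinc finger factor, rose by 2.53 (SE 0.13, adjusted p = 2.55e-13) and 1.39 (SE 0.21, adjusted p = 9.49e-05), from 57.3 ± 11.1 to 329.9 ± 11.8 and 152 ± 46.4 counts. *Egr4* was at 3.59 ± 1.16 counts in vehicle and 18.1 ± 7.66 at 3 h (log_2_FC 2.29, SE 0.48, adjusted p = 0.000424). All 4 early growth response genes rose at 3 h, and 2 of the 3 measured at 8 h were above vehicle. *Egr3* was not among these, with a log_2_FC of 0.67 at 8 h (SE 0.35, adjusted p = 0.155).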

The PSCAN analysis identified several putative transcription factors but, when combined with the expression data, strongly suggested a role for two distinct families of transcription factors in the regulation of downstream genes, the early growth response (EGR) proteins and Kruppel-like factors (KLF), in addition to the Myc transcription factor (Table 4). Of note, the EGR genes are heavily associated with neural plasticity and memory [73] as well as enhanced long-term potentiation that impacts relapse in drug-related reward behaviors [74,75], processes in which orexin signaling is known to be involved [12,76–78].

**Table 4:** A partial set of transcription factors identified by PSCAN analysis of genes differentially regulated by OX_1_ signaling.

PSCAN Results from 3h OX_1_-Regulated Transcripts							PSCAN Results from 8h OX_1_-Regulated Transcripts						
TF_NAME	MATRIX_ID	Z_SCORE	P_VALUE	SAMPLE_SIZE	3h Log2 FC	8h log2 FC	TF_NAME	MATRIX_ID	Z_SCORE	P_VALUE	SAMPLE_SIZE	3h log2 FC	8h log2 FC
**EGR1**	MA0162.2	9.6026	2.84E-22	265	**1.63**	0.77	**EGR1**	MA0162.2	4.0123	2.94E-05	106	**1.63**	0.77
SP2	MA0516.1	8.6975	1.35E-18	265	0.18	-0.13	Myog	MA0500.1	3.9488	3.81E-05	106	0.00	0.07
SP1	MA0079.3	8.3484	2.91E-17	265	0.25	0.05	E2F3	MA0469.1	3.8741	5.20E-05	106	0.52	0.24
SP1	MA0079.2	8.2675	5.68E-17	265	0.25	0.05	Tcf12	MA0521.1	3.7984	7.08E-05	106	0.07	0.00
**EGR3**	MA0732.1	7.9222	8.97E-16	265	**2.12**	0.35	E2F4	MA0470.1	3.7032	1.04E-04	106	0.43	0.42
E2F3	MA0469.1	7.8067	2.35E-15	265	0.52	0.24	Ascl2	MA0816.1	3.6859	1.11E-04	106	0.02	-0.03
E2F1	MA0024.2	7.7749	2.98E-15	265	0.00	-0.04	E2F6	MA0471.1	3.5883	1.62E-04	106	0.34	0.19
**EGR2**	MA0472.1	7.6289	9.46E-15	265	**2.14**	**1.13**	E2F1	MA0024.2	3.4454	2.79E-04	106	0.00	-0.04
E2F4	MA0470.1	7.5845	1.34E-14	265	0.43	0.42	Tcf3	MA0522.1	3.3927	3.38E-04	106	-0.08	0.00
EGR4	MA0733.1	7.3161	1.04E-13	265	0.76	0.37	**EGR2**	MA0472.1	3.2724	5.23E-04	106	**2.14**	**1.13**
Tcfl5	MA0632.1	7.2269	2.01E-13	265	-0.01	0.06	Tcfl5	MA0632.1	3.2113	6.49E-04	106	-0.01	0.06
**Egr1**	MA0162.1	6.9829	1.17E-12	265	**1.63**	0.77	SP1	MA0079.2	3.2068	6.60E-04	106	0.25	0.05
KLF16	MA0741.1	6.8773	2.61E-12	265	0.95	0.36	MZF1	MA0056.1	3.1333	8.54E-04	106	-0.36	-0.13
TFAP2A	MA0003.1	6.8724	2.78E-12	265	0.04	0.16	KLF16	MA0741.1	3.1222	8.86E-04	106	0.95	0.36
GLIS2	MA0736.1	6.7071	8.43E-12	265	0.60	0.13	SP1	MA0079.3	3.1137	9.11E-04	106	0.25	0.05
KLF5	MA0599.1	6.6776	1.07E-11	265	0.95	0.47	SP3	MA0746.1	3.0765	1.03E-03	106	0.12	0.06
E2F6	MA0471.1	6.4745	3.96E-11	265	0.34	0.19	SP2	MA0516.1	2.9850	1.40E-03	106	0.18	-0.13
**EGR2**	MA0472.2	6.4703	4.10E-11	265	**2.14**	**1.13**	Mafb	MA0117.1	2.9324	1.65E-03	106	0.28	-0.24
TFAP2A	MA0810.1	6.4591	4.60E-11	265	0.04	0.16	GLIS2	MA0736.1	2.8684	2.03E-03	106	0.60	0.13
SP4	MA0685.1	6.4064	6.39E-11	265	-0.09	0.01	TBP	MA0108.2	2.8372	2.24E-03	106	0.08	0.12
SP3	MA0746.1	6.3527	9.30E-11	265	0.12	0.06	TBP	MA0108.1	2.7867	2.62E-03	106	0.08	0.12
HINFP	MA0131.2	6.3166	1.14E-10	265	0.09	-0.03	NHLH1	MA0048.2	2.7563	2.88E-03	106	-0.04	-0.04
TFAP2A	MA0003.3	5.8567	2.14E-09	265	0.04	0.16	SREBF2	MA0596.1	2.7123	3.29E-03	106	0.75	0.21
ZBTB33	MA0527.1	5.8357	2.32E-09	265	0.17	0.23	KLF5	MA0599.1	2.6803	3.64E-03	106	0.95	0.47
SP8	MA0747.1	5.8083	2.80E-09	265	0.02	-0.13	Arnt	MA0006.1	2.5469	5.35E-03	106	-0.23	-0.12
PLAG1	MA0163.1	5.7457	4.10E-09	265	-0.11	-0.06	**EGR3**	MA0732.1	2.5277	5.67E-03	106	**2.12**	0.35
**Hes1**	MA1099.1	5.6521	6.99E-09	265	**1.95**	0.34	MZF1	MA0057.1	2.4225	7.63E-03	106	-0.36	-0.13
TFAP2C	MA0814.1	5.5411	1.37E-08	265	0.09	-0.03	**EGR2**	MA0472.2	2.4220	7.63E-03	106	**2.14**	**1.13**
**Klf4**	MA0039.2	5.3886	3.23E-08	265	**1.06**	0.20	Gmeb1	MA0615.1	2.4089	7.90E-03	106	-0.04	-0.04
TFAP2A	MA0872.1	5.3834	3.26E-08	265	0.04	0.16	EGR4	MA0733.1	2.4006	8.09E-03	106	0.76	0.37
Mycn	MA0104.2	5.2427	6.93E-08	265	0.31	0.41	CTCF	MA0139.1	2.3520	9.23E-03	106	0.02	0.02
INSM1	MA0155.1	5.2409	7.15E-08	265	0.32	-0.37	NHLH1	MA0048.1	2.3479	9.34E-03	106	-0.04	-0.04
SP1	MA0079.1	5.2060	8.88E-08	265	0.25	0.05	MSC	MA0665.1	2.3283	9.81E-03	106	0.03	0.00
TFAP2C	MA0815.1	5.2006	8.92E-08	265	0.09	-0.03	**Hes1**	MA1099.1	2.3026	1.05E-02	106	**1.95**	0.34
CTCF	MA0139.1	5.1714	1.03E-07	265	0.02	0.02	NR2C2	MA0504.1	2.2793	1.12E-02	106	-0.03	-0.07
TFAP2C	MA0524.2	5.1544	1.14E-07	265	0.09	-0.03	INSM1	MA0155.1	2.2741	1.14E-02	106	0.32	-0.37
MZF1	MA0056.1	5.0663	1.90E-07	265	-0.36	-0.13	TFAP2A	MA0003.1	2.2472	1.22E-02	106	0.04	0.16
NFKB1	MA0105.2	4.7060	1.15E-06	265	0.28	0.15	NFKB1	MA0105.2	2.2462	1.22E-02	106	0.28	0.15
Gmeb1	MA0615.1	4.6534	1.47E-06	265	-0.04	-0.04	**Klf4**	MA0039.2	2.2182	1.32E-02	106	**1.06**	0.20
HEY1	MA0823.1	4.5599	2.35E-06	265	0.51	-0.19	SP8	MA0747.1	2.1886	1.42E-02	106	0.02	-0.13
ZBTB7A	MA0750.1	4.5509	2.47E-06	265	0.27	0.15	SREBF1	MA0595.1	2.1807	1.45E-02	106	-0.09	0.09
**Myc**	MA0147.1	4.4119	4.64E-06	265	**2.21**	**1.78**	PAX5	MA0014.2	2.1370	1.62E-02	106	0.00	0.03
Zfx	MA0146.2	4.3194	7.35E-06	265	0.22	0.05	Egr1	MA0162.1	2.0647	1.93E-02	106	**1.63**	0.77
NRF1	MA0506.1	4.3138	7.58E-06	265	0.06	0.05	ARNT	MA0259.1	2.0407	2.05E-02	106	-0.23	-0.12
Zfx	MA0146.1	4.3072	7.76E-06	265	0.22	0.05	TFAP2A	MA0003.3	2.0303	2.10E-02	106	0.04	0.16
ZBTB7B	MA0694.1	4.1942	1.27E-05	265	-0.10	-0.05	TFAP2C	MA0814.1	1.8857	2.95E-02	106	0.09	-0.03
ZBTB7C	MA0695.1	4.1463	1.58E-05	265	0.15	0.04	SP4	MA0685.1	1.8691	3.06E-02	106	-0.09	0.01
Pax5	MA0014.1	4.1160	1.78E-05	265	0.00	0.03	**BHLHE40**	MA0464.2	1.8338	3.31E-02	106	**1.27**	0.51
Arnt	MA0006.1	4.0922	1.97E-05	265	-0.23	-0.12	Pax2	MA0067.1	1.8106	3.48E-02	106	0.00	0.03
**GLIS1**	MA0735.1	4.0484	2.40E-05	265	**1.58**	0.05	USF1	MA0093.1	1.7638	3.86E-02	106	-0.37	-0.17

The PSCAN results implicate several transcription factors that could be driving OX_1_-dependent changes in gene expression, a number of which were highly regulated by OX_1_ activation. Taken together, the promoter analysis and the expression data strongly suggest roles for the Myc transcription factor, as well as the early growth response (EGR) and Kruppel-like factor (KLF) families, in OX_1_ signaling. Transcription factors that were differentially regulated approximately 2-fold or greater are highlighted in bold.

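Of the 11 Kruppel-like factors and related genes of Table 3, 9 rose and 2 fell at 3 h, 6 and 1 of them by 2-fold or more (the list was chosen on these samples, so its counts adjusted over the list alone, which are the same, are not independent evidence). *Klf10*, a TGF-beta-inducible repressor, rose from 588 ± 71.2 to 1825 ± 188 normalized counts (SD, n = 3 cultures each), a log_2_FC of 1.64 (SE 0.092, adjusted p = 1.09e-08). *Klf4*, a reprogramming factor, rose by 1.15 (SE 0.10), *Klf16* by 1.02 (SE 0.092) and *Glis1*, a related zinc finger factor, by 1.98 (SE 0.18). *Klf11* fell by 0.73 (SE 0.073, adjusted p = 2.30e-08) and *Zbtb16*, which encodes the repressor PLZF, by 1.09 (SE 0.094, adjusted p = 2.25e-09). At 8 h 5 of the 11 were above vehicle and 2 below, and *Glis1* was back at 35.9 ± 1.22 counts against 34.3 ± 8.52 in vehicle. From the motifs in the promoters of the regulated genes together with the expression of the factors themselves, the paper proposes that EGR proteins, Kruppel-like factors and Myc regulate genes downstream of OX_1_.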

### Sleep deprivation-related genes

To assess the physiological relevance of the data presented above, we searched the literature to compare our results with those from animal studies focused on orexin-related behaviors. Interestingly, there are striking similarities between our data set and those from an SD computational meta-analysis aimed at identifying highly conserved SD-related genes [61]. In this study, the authors combined and analyzed data from all available SD microarray studies spanning four species (mouse, rat, sparrow, and fruit fly). They found that SD resulted in a highly conserved (across at least 3 species) induction of *Egr1*, *Nr4a1*, and *Arc*, all of which were induced strongly by OxA in GT1-7-OX_1_ cells. Furthermore, the authors reported a set of 91 mouse genes that were differentially regulated during short-term SD (zeitgeber time 0-6h). 

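*Nr4a1*, an orphan nuclear receptor of the immediate early response, rose from 39.8 ± 12.8 to 362 ± 19.0 normalized counts at 3 h and was at 145 ± 22.7 at 8 h (SD, n = 3 cultures each), a log_2_FC of 3.19 (SE 0.15, adjusted p = 5.05e-14) and of 1.85 (SE 0.19, adjusted p = 1.47e-07). *Arc*, a regulator of synaptic AMPA receptors, rose from 790.0 ± 97.7 to 4922 ± 582 counts at 3 h and was at 1311 ± 172 at 8 h, a log_2_FC of 2.64 (SE 0.11, adjusted p = 6.65e-07) and of 0.72 (SE 0.12, adjusted p = 0.00233). *Egr1*, a zinc finger factor of the same response, rose from 260.3 ± 14.5 to 851 ± 46.5 counts and was at 459.9 ± 44.2 at 8 h, a log_2_FC of 1.71 (SE 0.075, adjusted p = 1.70e-14) and of 0.81 (SE 0.088). Each was lower at 8 h than at 3 h, by 1.33 for *Nr4a1*, 1.91 for *Arc* and 0.89 for *Egr1* on the log2 scale. Each of the 3 h samples had a higher count of each gene than every vehicle sample.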

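*Homer1*, a postsynaptic scaffold gene, rose from 851 ± 83.0 to 1789.8 ± 44.0 normalized counts after 3 h of OxA (SD, n = 3 cultures each), a log_2_FC of 1.08 (SE 0.062, adjusted p = 2.46e-12). The clock gene *Per2* rose by 0.92 (SE 0.12, adjusted p = 1.39e-06), *Trim9*, a brain ubiquitin ligase, by 1.04 (SE 0.075) and *Pdp1*, a pyruvate dehydrogenase phosphatase, by 0.80 (SE 0.082). Of the 41 genes of Table 5, 40 had enough counts to be tested at 3 h, and all of these changed, 33 up and 7 down. The remaining gene, *Ctgf*, a connective tissue growth factor, had 3.29 ± 4.10 counts in vehicle and 12.1 ± 2.11 at 3 h. The paper chose the genes of this table by their change in these samples, so the counts (the same adjusted over the list alone) are not independent evidence. At 8 h 18 were above vehicle and 5 below, and 19 were lower and 5 higher at 8 h than at 3 h.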

Of the 90 SD-related genes that could be cross-referenced to our data (see Materials and Methods), 45.6% (41/90) were differentially regulated in response to 3h OX_1_ signaling at statistically significant levels (adj. p-value <0.05, Table 5). Additionally, 33.3% of these genes (30/90) were regulated in the same fashion (up or down) in both studies. These genes notably included *Egr1*, *Egr2*, *Egr3*, *Nr4a1*, *Nr4a3*, *Arc*, and *Sgk1*. 

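Of the 27 genes of Table 5 that sleep deprivation raised, 24 rose and 2 fell after 3 h of OxA in GT1-7-OX_1_ cells. Of the 14 that it lowered, 5 fell and 9 rose, so that 29 genes changed in the same direction in both studies. *Dbp*, a clock-controlled transcription factor, fell by 1.07 (SE 0.17, adjusted p = 2.26e-05), the direction of sleep deprivation, as did *Zmym3*, a zinc finger gene, by 0.66 (SE 0.052, adjusted p = 4.49e-10). *Stard4*, a sterol carrier, rose from 324 ± 7.45 to 553 ± 50.5 normalized counts (SD, n = 3 cultures each, log_2_FC 0.77, SE 0.079), against that direction. *Tfrc*, the transferrin receptor, rose by 0.67 (SE 0.11, adjusted p = 0.0025), also against it. The directions under sleep deprivation are those of the paper's table, and its brain samples are not among the deposited files.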

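Other genes of Table 5 rose with these. *Dusp4*, a phosphatase of MAP kinases, rose from 26.4 ± 13.6 to 243 ± 80.1 normalized counts at 3 h (SD, n = 3 cultures each), a log_2_FC of 3.20 (SE 0.36, adjusted p = 0.000213), and was at 136 ± 12.8 at 8 h. *Cdkn1a*, the cell cycle inhibitor p21, rose by 0.98 (SE 0.072, adjusted p = 2.34e-10), and *Hspa5*, the endoplasmic reticulum chaperone BiP, by 0.36 (SE 0.042, adjusted p = 3.37e-07). At 8 h *Cdkn1a* was still above vehicle, by 0.66 (SE 0.070), while *Hspa5* had a log_2_FC of 0.081 (adjusted p = 0.129). *Luzp1*, a leucine zipper protein gene, rose by 0.45 at 3 h and 0.22 at 8 h.

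**Figure D5:**
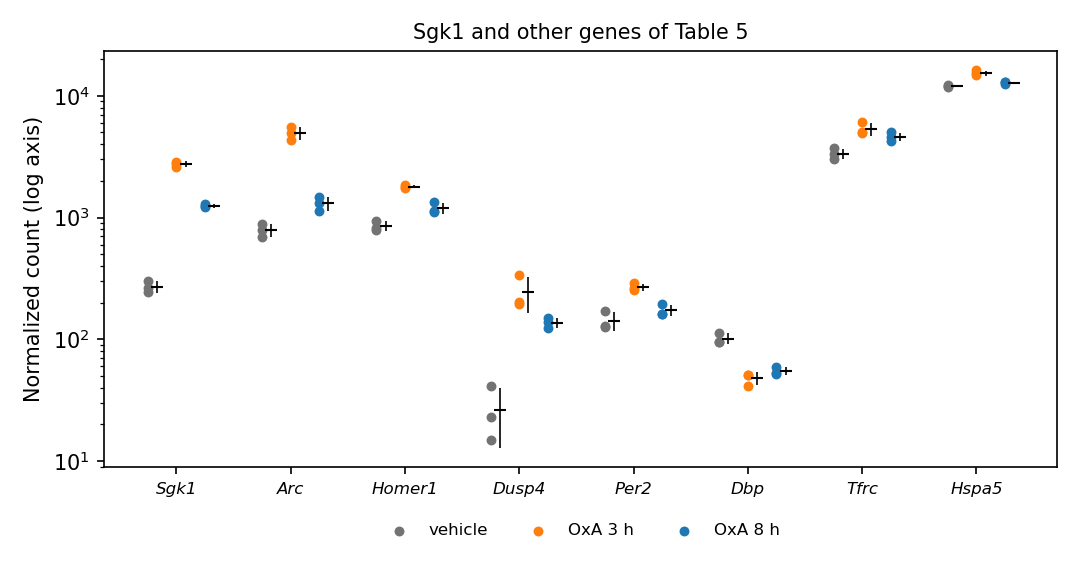
Normalized counts (log axis) of 8 genes in each of the 9 samples, with the mean and SD of the 3 samples of a group beside its points. *Sgk1*, *Arc*, *Homer1*, *Dusp4*, *Per2*, *Tfrc* and *Hspa5* are highest after 3 h of OxA, and *Dbp* is lower after OxA than in vehicle at both times.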

Since it is known that SD results in elevated levels of OxA in the locus coeruleus and hypothalamus [79], increased hypothalamic OxA immunoreactivity [80,81], and increased expression of c-fos in orexinergic neurons [82], these parallels between the data presented here and gene regulation in SD suggest strongly that the events occurring in OX_1_-expressing GT1-7 cells are of significant physiological relevance.

**Table 5:** Genes regulated by both sleep deprivation and OX_1_ signaling.

ProbeID	GeneSymbol	Wang log2 FC	3h Log2 FC	8h Log2 FC	3h adj-p	8h adj-p
1416041_at	SGK1	1.09	3.24	2.12	0.00E+00	1.76E-163
1418687_at	ARC	0.97	2.37	0.65	5.79E-71	1.25E-05
1437247_at	FOSL2	0.87	1.50	0.78	5.66E-130	1.62E-34
1424638_at	CDKN1A	0.79	0.95	0.64	3.00E-31	4.82E-14
1427683_at	EGR2	0.79	2.14	1.13	1.48E-42	1.32E-11
1425671_at	HOMER1	0.74	1.04	0.47	9.93E-41	2.57E-08
1416064_a_at	HSPA5	0.74	0.36	0.09	8.77E-15	1.52E-01
1416953_at	CTGF	0.70	0.47	0.21	4.35E-02	NA
1457472_at	GIGYF2	0.69	-0.21	0.05	3.16E-02	6.97E-01
1428112_at	MANF	0.67	0.22	0.08	3.19E-03	4.06E-01
1438796_at	NR4A3	0.66	1.57	0.26	1.69E-12	4.28E-01
1419874_x_at	ZBTB16	0.65	-1.01	-0.48	1.86E-18	4.21E-05
1428834_at	DUSP4	0.64	1.69	1.16	3.44E-14	7.95E-07
1417394_at	KLF4	0.64	1.06	0.20	2.96E-18	2.28E-01
1454725_at	TRA2A	0.62	0.28	0.13	1.44E-02	3.32E-01
1448352_at	LUZP1	0.61	0.45	0.22	1.25E-19	6.05E-05
1436329_at	EGR3	0.60	2.12	0.35	6.03E-25	2.29E-01
1416505_at	NR4A1	0.58	2.70	1.49	5.99E-71	2.45E-20
1417677_at	OPN3	0.58	0.44	0.31	3.04E-02	1.79E-01
1438201_at	PDP1	0.57	0.76	0.89	2.10E-15	6.32E-21
1423796_at	SFPQ	0.57	0.32	0.16	4.12E-06	4.88E-02
1417602_at	PER2	0.56	0.84	0.25	1.28E-09	1.64E-01
1439442_x_at	YARS2	0.55	0.32	0.35	4.93E-04	1.03E-04
1434595_at	TRIM9	0.52	1.00	0.18	5.76E-27	1.65E-01
1417065_at	EGR1	0.51	1.63	0.77	4.15E-70	7.45E-15
1438724_at	OSBPL3	0.51	0.21	0.43	4.56E-03	7.96E-11
1437868_at	FAM46A	0.50	0.39	0.33	4.49E-02	1.09E-01
1460672_at	2410002F23Rik	-0.51	0.42	0.35	5.36E-07	4.89E-05
1452661_at	TFRC	-0.51	0.63	0.43	1.31E-07	7.56E-04
1439503_at	ZFP28	-0.51	-0.34	-0.06	7.17E-03	7.34E-01
1422185_a_at	cyb5r3	-0.53	0.12	0.10	4.67E-02	1.55E-01
1426378_at	EIF4B	-0.53	0.30	0.27	4.74E-10	2.50E-08
1451566_at	Zfp810	-0.53	-0.61	-0.35	7.29E-05	3.68E-02
1421821_at	LDLR	-0.54	1.78	1.18	1.22E-186	6.26E-80
1421033_a_at	TCERG1	-0.54	0.38	0.19	1.03E-07	2.12E-02
1455017_a_at	ZMYM3	-0.54	-0.64	-0.49	5.61E-25	7.85E-15
1428630_x_at	HAGHL	-0.64	-0.38	-0.41	8.34E-03	4.65E-03
1429239_a_at	STARD4	-0.67	0.73	0.10	7.16E-12	5.61E-01
1449039_a_at	HNRNPDL	-0.73	0.28	0.15	3.06E-05	5.77E-02
1418174_at	DBP	-0.78	-0.86	-0.72	6.65E-06	1.98E-04
1434817_s_at	RPRD2	-0.78	0.14	0.09	3.72E-02	2.44E-01

A cross-comparison of genes identified in a sleep deprivation microarray meta-analysis with genes regulated by OX_1_ in GT1-7-OX_1_ cells indicated strong similarities between the data sets. The Gene Symbol and SD log_2_FC columns are from the Wang, et al. paper, while the other columns are from the current study. Values shaded in red are up-regulated while values shaded in green are down-regulated.

### Role of Sgk1 in orexin signaling

One of the most highly orexin-responsive genes in GT1-7-OX_1_ cells, serum/glucocorticoid-regulated kinase 1 (*Sgk1*), is also highly up-regulated by SD. This transcript was of particular interest due to its roles in neuronal excitation and synaptic plasticity [83–86]. 

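Among the 426 genes up 2-fold or more at 3 h, *Sgk1* ranked 1 by p-value and 25 by fold change. Among the 192 at 8 h, it ranked 1 by p-value and 49 by fold change. The ranks by fold change depend on the estimate: with a prior that shrinks fold changes, a ranking added after these were seen, DESeq2 put *Sgk1* at 7 of 283 at 3 h and 15 of 88 at 8 h, and at 2 and 5 by p-value. *Errfi1*, an inhibitor of the EGF receptor with a count of the same order, rose more at 3 h, from 532 ± 66.8 to 7667 ± 744 normalized counts (SD, n = 3 cultures each), a log_2_FC of 3.85 (SE 0.092, adjusted p = 3.38e-11).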

Sgk1 is expressed in all tissues of the body, including the brain, and regulates numerous ion channels, molecular transporters, and signaling proteins [87–91]. Transcription of *Sgk1* mRNA has been shown to be induced by several stimuli and, as it relates to orexin, by exposure to drugs of abuse [92,93] or fasting conditions [94–96]. 

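The *Sgk1* gene lies on chromosome 10 from 21882184 to 21999903. Its normalized count was 270.3 ± 29.5 in vehicle-treated cells, 2748 ± 145 after 3 h of OxA and 1249 ± 40.4 after 8 h (SD, n = 3 cultures each). This is a rise of 10.2-fold at 3 h (log_2_FC 3.35, SE 0.069, adjusted p = 4.15e-20) and 4.60-fold at 8 h (log_2_FC 2.20, SE 0.073, adjusted p = 5.52e-16). *Sgk1* was lower at 8 h than at 3 h, by 1.14 on the log2 scale (SE 0.052, adjusted p = 1.46e-12). The difference between any groups was larger than the spread between replicates.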

The *Sgk1* transcript was highly induced in response to OxA at both 3 and 8 hours (9-fold and 4-fold, respectively), with adj. p-values approaching zero. In order to examine the potential role of Sgk1 in orexin-regulated gene expression, an Sgk1 inhibitor, GSK-650394 [97], was added to GT1-7-OX_1_ cells prior to the addition of OxA. The effects of the Sgk1 inhibition on transcription of 89 of the most highly OX_1_-regulated genes were determined by qPCR (S2 Fig). From this set of genes, eleven showed reduced levels of induction when pretreated with GSK-650394 (Fig 5). These data argue that Sgk1 regulates these genes, possibly through phosphorylation of a transcription factor(s) that targets them. In an attempt to identify this putative factor(s), the PSCAN analysis was repeated with this set of genes (S5 Table). As seen in the earlier results, the Egr family of transcription factors was again identified. Interestingly, one of the other transcription factors identified, Sp1, is a known substrate of Sgk1 [98] and has been shown to regulate the transcription of *Ldlr* [99,100], *Dok7* [101], *Rara* [102,103], and *Cldn4* [104,105].

**Fig 5:**
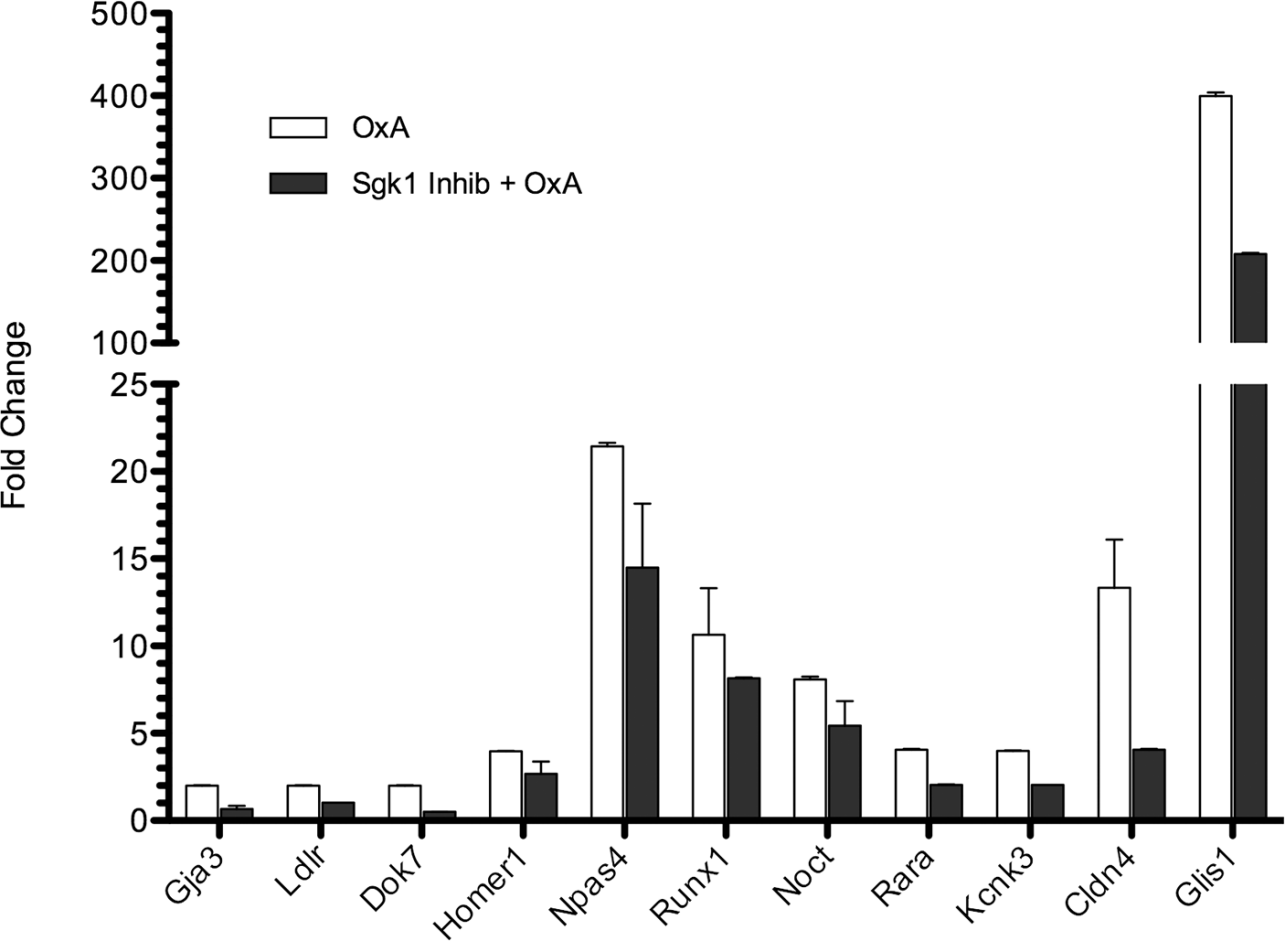
Inhibition of Sgk1 depresses the OxA-dependent induction of a small set of transcripts. GT1-7-OX_1_ cells were treated with an Sgk1 inhibitor, GSK-650394, prior to addition of OxA. Total RNA was purified from lysates and used for qPCR analysis. The genes displayed had their level of orexin-induced transcription inhibited by GSK-650394. Bars represent averages (n = 1, reads done in triplicate) while error bars represent SEM.

## Discussion

Because the orexin system has been shown to regulate behavior primarily via its actions in the central nervous system, studying orexin receptor signaling in a neuronal context is of particular interest. To that end, a recombinant model stably expressing OX_1_ was generated in GT1-7 cells, a mouse cell line derived from GnRH-expressing neurons of the hypothalamus. 

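*Dusp5*, a nuclear phosphatase of ERK, rose from 116 ± 17.2 to 1319 ± 167 normalized counts after 3 h of OxA and was at 425 ± 59.2 after 8 h (SD, n = 3 cultures each), a log_2_FC of 3.51 (SE 0.11, adjusted p = 8.89e-14) and of 1.87 (SE 0.12, adjusted p = 3.63e-10). *Spred2*, an inhibitor of Ras signaling, rose by 2.58 (SE 0.11) and 1.69 (SE 0.10). Of 15 measured feedback regulators of ERK signaling, 10 rose and 2 fell at 3 h (10 and 2 adjusted over the list alone, set test adjusted p = 7.49e-05, and adjusted p = 0.254 with an estimated correlation). At 8 h 13 were above vehicle and 0 below (14 and 0 adjusted over the list alone, set test adjusted p = 2.96e-09, and adjusted p = 0.276 with an estimated correlation). *Spry1*, an inhibitor of receptor tyrosine kinase signaling, fell by 0.46 at 3 h (SE 0.11, adjusted p = 0.00209) and was above vehicle by 0.42 at 8 h (SE 0.10, adjusted p = 0.00199). Among kinase genes, *Prkg2*, a cGMP-dependent protein kinase, went from 83.9 ± 13.4 counts in vehicle to 343 ± 57.5 at 3 h and 715 ± 96.0 at 8 h, and *Tec*, a non-receptor tyrosine kinase, from 33.2 ± 2.35 to 211 ± 31.1 and 55.3 ± 1.93. The EGF receptor ligand gene *Tgfa* rose by 0.74 at 3 h (SE 0.14) and 0.67 at 8 h (SE 0.14), and of the EGF family ligands 4 of 8 measured at 3 h and 6 of 9 at 8 h were above vehicle, with 1 below at each time (the same counts adjusted over the list alone, set test adjusted p = 0.0651 and 0.00169, and adjusted p = 0.181 at 8 h with an estimated correlation).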

With this recombinant model established, RNA-Seq was used to identify a large set of genes regulated by OX_1_ signaling including several immediate early genes, transcription factors, kinases, and phosphatases. Results from qPCR validation experiments correlated well with the RNA-Seq data, affirming many of the transcriptional changes observed. In order to identify the primary transcriptional regulators or OX_1_ signaling, an *in silico* transcription factor binding site analysis was performed. While the occurrence of false positives is a legitimate concern when using these types of analyses, correlating these results with the gene expression data further supports roles for several of the transcription factors identified in the promoter analysis. Notably, these included related transcription factors such as *Egr1*, *Egr2*, and *Egr 3* as well as a number of Kruppel-like factors and the Myc transcription factor.

Of particular importance, though, is whether or not these data are physiologically relevant. To address this, the data were compared to those from similar studies focused on orexin-related behaviors, such as sleep and wakefulness. These comparisons demonstrated that OX_1_ signaling shows similarities with transcriptional profiles seen in *in vivo* SD microarray studies, with several genes being similarly regulated. This suggests that orexin signaling may be responsible for the SD-induced changes in expression of these genes. Indeed, SD has been shown to result in the activation of orexigenic neurons and increased OxA peptide levels in the brain, further supporting this hypothesis.

One of the genes highly regulated by both orexin signaling in GT1-7-OX_1_ cells and SD in the mouse brain is *Sgk1*, a kinase that is known to regulate a number of cellular proteins and is strongly associated with neuronal excitability, synaptic plasticity, and memory formation. As orexin also has strong associations with all of these processes, the role of Sgk1 in OX_1_ signaling seemed to be particularly interesting. These analogous roles imply that Sgk1 may be a crucial mediating factor in transducing the biological effects of orexin. A likely scenario is that, when induced by OX_1_ activation, Sgk1 phosphorylates cellular ion channels, altering the excitability of OX_1_-expressing neurons, thereby influencing associated behaviors.

In order to evaluate the downstream effects of Sgk1 on OX_1_ signaling, we analyzed the impact of Sgk1 inhibition on the orexin-dependent differential regulation of a subset of genes by qPCR. Inhibition of Sgk1 resulted in diminished induction of a small set of genes that included *Gja3*, *Ldlr*, *Dok7*, *Rara*, *Kcnk3*, and *Cldn4*, amongst others (Fig 5). Promoter analysis identified several putative transcription factors that could regulate these genes. Of these, Sp1 seems to be the most interesting, as it is known to be phosphorylated by Sgk1 and regulates transcription of many of the genes whose OX_1_-dependent transcription was impaired by Sgk1 inhibition, although the role of Sp1 was not empirically addressed in this study.

In summary, the orexin system sits at the crossroads of a diverse set of related behaviors including sleep, memory, synaptic plasticity, and addiction. To give insight into the molecular mechanisms influencing the role of orexin in regulating these behaviors, a neuronal, recombinant cell line was utilized to identify a set of candidate genes involved in OX_1_ signaling. Corroborating evidence in the literature strongly supports the physiological relevance of this data set, as several of the genes regulated by OX_1_ in the model cell line are similarly regulated by SD, *in vivo*. While this study brought focus to the role of Sgk1 in OX_1_ signaling, the data set is rich with other candidate genes whose capacity in OX_1_ signaling commands further study. Some examples include *Homer1*, *Arc*, *Nr4a1*, and *Ldlr*, each of which were heavily induced by OX_1_ signaling and have been associated with numerous orexin-related behaviors [73,93,106–110].

## Supporting information

S1 Fig Exploratory analysis. A principle component analysis plot (A) and hierarchal clustering dendrogram (B) each show clear separation between treatment groups and strong clustering of samples within a condition.
(TIF)

S2 Fig Effects of Sgk1 inhibition on OX_1_-regulated transcription. GT1-7-OX_1_ cells were treated OxA or with an Sgk1 inhibitor, GSK-650394, prior to the addition of OxA. A set of 89 OX_1_-regulated transcripts was assayed via qPCR. Data were analyzed by the 2^-ΔΔC^_T_ method using *B2m* as the endogenous control and are represented as fold-change over control samples (n = 1, reads done in triplicate).
(TIF)

S1 Table List of TaqMan probes used in this work. For each probe, the Applied Biosystems catalog number is given.
(XLSX)

S2 Table Gene ID conversions. The complete list of genes that were regulated 2-fold or greater, at 3h or 8h, by OxA in GT1-7-OX_1_ cells were entered into the DAVID Gene ID Conversion Tool to generate RefSeq mRNA IDs (See Methods). The RefSeq mRNA ID’s were then entered into PSCAN for promoter analysis.
(XLSX)

S3 Table List of primer pairs used for the Sgk1 inhibition qPCRs. The complete set of 96 primer pairs includes 89 of the most highly OX_1_-regulated genes plus 7 housekeeping genes (*Actb*, *B2m*, *Gusb*, *Polr2a*, *Ppia*, *Rplp0*, and *Tbp*).
(CSV)

S4 Table OX_1_-regulated genes. A list of genes that were differentially regulated by OX_1_ signaling in both HEK293 and GT1-7 cells. The HEK293 Fold Up and Fold Down columns are from the Sikder, et. al paper while the remaining data are from this study.
(XLSX)

S5 Table Partial PSCAN results for the putative Sgk1-regulated genes. A PSCAN promoter analysis was performed using the eleven genes whose orexin-dependent induction was reduced by pre-incubation with the Sgk1 inhibitor.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

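RNA-Seq counts from 9 cultures of GT1-7-OX_1_ cells were analysed, 3 treated with vehicle for 8 h, 3 with 200 nM OxA for 3 h and 3 with 200 nM OxA for 8 h. The groups were taken from the sample labels and the methods, and no culture was left out. The authors prepared stranded libraries, removed adaptor sequences with Trimmomatic (a version of 0.3 in the deposited notes and of 0.35 in the paper), aligned the reads to mm10 with STAR 2.5.2a and counted reads per gene symbol with HTSeq 0.6.0. The authors' deposited raw counts are whole numbers of reads per gene and were the values tested here. The deposited TPM values of the authors scale the transcripts of each sample to a fixed total, with gene lengths that are not stated, and were used for the marker genes alone. The deposited comparison tables of the authors, from DESeq2 1.10.1, hold a mean signal per gene (the mean of counts scaled by size factors), log2 fold changes, and p-values with their adjusted values, and these were used only for comparison with the values found here. The authors' normalized counts were not used, since the raw counts of the same samples are deposited. The qPCR, receptor antagonist and Sgk1 inhibitor experiments, the HEK293 data and the sleep deprivation data have no files among those deposited, so nothing was computed for them. The strand setting of the counting and its gene annotation are not named in the paper's text.

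The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each comparison used the 2 groups compared, as the methods state, and genes were kept by filterByExpr with the group. Libraries were scaled by TMM (factors of 0.969 to 1.05), dispersions were fitted with robust quasi-likelihood, and p-values from glmQLFTest were adjusted by the Benjamini-Hochberg method over the genes kept. A gene was called at an adjusted p under 0.05 and as changed 2-fold at a log_2_FC over 1 or under -1. Every adjusted p for a gene is from edgeR unless another tool is named. The standard error of a log_2_FC was the size of the coefficient without a prior count divided by the square root of the test's F, and it is not given for a gene with no counts in a group. Distances and principal components used log2 counts scaled to the depth of each sample (CPM), with a prior count of 2. Depth per sample is the total of counts assigned to genes, with 21031 to 21618 genes detected. The fits were tested on simulated data made from these counts, in which edgeR recovered 98.3% of 4-fold changes at 3 h and called 0.115% of unchanged genes, and at 8 h called 0.188% of unchanged genes. In the 3 h simulation 14797 of 15022 genes were unchanged, while 5973 of 15352 were called in the data. The share of unchanged genes called grows with the number of calls, so these shares do not carry over to the reported fits. Positions are from GENCODE M21 on GRCm38, the assembly that UCSC calls mm10.

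Gene lists were fixed before the data were examined. From the paper came the neuronal and glial markers of Table 2, the transcription factors of Table 3 and their families, the genes of Table 5, S4 Table, Fig 4A and Fig 5, and the reference genes of the qPCR arrays. The other lists were immediate early genes, ERK feedback regulators, EGF family ligands, cholesterol synthesis and uptake, circadian clock, unfolded protein response, ATF4 targets, ribosome biogenesis, G1/S and G2/M cell cycle, GnRH and its regulators, orexin system, neurosecretory and synaptic genes, plasminogen activation and matrix, cytokines and JAK-STAT, RGS family, Notch, BMP and TGF-beta targets, potassium channels, mitochondrially encoded genes, and markers of astrocytes, oligodendrocytes, microglia, endothelial cells and fibroblasts. Lists with at least 3 measured members were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation. Of 35 lists tested at 3 h, 22 passed, of 37 at 8 h 17 passed, and of 35 between the times 19 passed. Of those that passed, 12 at 3 h and 9 at 8 h were not from the paper, and between the times 8 and the potassium channels. The others were lists that the paper chose on these samples, so their passing is not independent evidence, and they enter the adjustment of all lists. With the estimated correlation ribosome biogenesis at 8 h passed and no other list did in any comparison. The genes named in the text were set by a rule made before the data were examined: the 10 with the largest rise and the 5 with the largest fall in each comparison (10 for 8 h against 3 h) among genes called, with a mean of at least 50 normalized counts and with no overlap between the samples of the groups, every gene the paper names in its text, in Tables 2, 3 and 5, in S4 Table or in Fig 4 or 5, up to 4 members with the largest changes in each list, the reference genes, and the 5 genes with the largest difference among those called in opposite directions. The values of the genes in the paper's tables had been seen, and a gene outside this rule is marked as such where it is named.

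The alternatives were RLE and upper-quartile scaling, no filter and a filter of 10 counts in every sample, all 9 samples in 1 fit, the replicate number as a covariate, DESeq2 with its defaults and with the fold change prior that was the default of DESeq2 1.10.1, glmTreat against a fold change of 2, and each replicate left out in turn. For the markers, thresholds of 1 and 5 TPM and of 2 TPM in every vehicle sample were tried, and for the clustering the 500 most variable genes, a prior count of 0.5, no filter and RLE, all of which put the samples into the treatment groups. Chosen after seeing the data were DESeq2 with the prior on all 9 samples, the authors' p-values adjusted over the genes kept, and the correlation with each replicate left out. A log_2_FC was set against the paper's with the standard error of the fit as its error, a choice made before the counts were seen that is stricter than the spread between replicates. The overlap of the 3 h and 8 h comparisons through their shared vehicle samples was examined in 20 simulations of unchanged groups and, for the genes up 2-fold at 3 h, with different vehicle samples in the 2 comparisons.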

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

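The comparisons with other splits of the samples, the odds ratios with different vehicle samples at each time, and the counts of genes for which the time since the medium change stays open are tests chosen after the results were seen, and the others were set before.

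A difference between the time points picked out 106 genes that changed in opposite directions against vehicle, 67 of them up at 3 h and down at 8 h and 39 the reverse, a choice that builds in a difference between the times. *Cmklr1*, the receptor of the adipokine chemerin, had the largest difference, with 18.2 ± 1.67 normalized counts in vehicle, 70.6 ± 8.27 at 3 h and 7.95 ± 3.99 at 8 h (SD, n = 3 cultures each), a log_2_FC of -3.08 between the times (SE 0.29, adjusted p = 6.26e-08). Its rise at 3 h passed the test (adjusted p = 1.95e-07), while its fall at 8 h (adjusted p = 0.0243) did not pass without vehicle replicate 1 (adjusted p = 0.0893), vehicle replicate 2 (0.0522) or 8 h replicate 3 (0.12), nor with DESeq2 (0.11), and ran from 0.0161 to 0.12 over the 15 alternatives. *Tsc22d3*, a glucocorticoid-induced leucine zipper gene, rose by 0.61 at 3 h (SE 0.071) and fell by 0.52 at 8 h (SE 0.077), and *Smad6*, an inhibitor of BMP signaling, rose by 0.58 (SE 0.078) and fell by 0.33 (SE 0.073).

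Normalization stays open for part of the 106 genes, since 94.3% (100 genes) were called in the same directions under RLE and 63.2% (67 genes) under upper-quartile scaling. For the 3 h direction of all 106 genes, the RNA-Seq cannot tell OxA from the time since the medium change. It had no vehicle culture at 3 h, while the 8 h direction is matched in time. A response that reverses between 3 and 8 h of OxA may therefore hold for some of these genes and remains a hypothesis.

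The 426 genes up 2-fold at 3 h were compared with cells that had been in fresh medium for longer. The 8 h calls cannot settle whether the time since the medium change made the 3 h rise. Genes raised by fresh medium at 3 h could also answer to OxA at 8 h. Where OxA alone differed, at 8 h, genes up 2-fold at 3 h were more often up, with no vehicle sample used in both comparisons. With 1 vehicle sample in one comparison and the other 2 in the other, for each of the 6 ways, the odds ratio was 11.8 to 14.5 and its lower bound at least 9.62, with a lone vehicle sample assumed to vary like the OxA samples and with genes taken as independent. For the 102 of the 426 genes that were tested at 8 h and not called up there, the RNA-Seq had no vehicle culture at 3 h. It cannot tell a brief effect of OxA from an effect of the fresh medium. In the paper's qPCR with an Sgk1 inhibitor, water or OxA was given for the same 3 h, with 1 sample per condition. Fig 5 lists *Glis1*, 1 of these genes with a log_2_FC of 0.068 at 8 h, as induced by OxA there. The other genes assayed there are in S2 Fig. In Fig 4B, with 1 sample per condition, the OX_1_ antagonist SB-334867 inhibited the 3 h response of a subset of genes that the text does not name. From this the paper concludes that those changes needed OX_1_ activation. Fig 4A holds 3 h qPCR of *Egr3* and *Nr4a3*, also not called up at 8 h here, but the time of its control is not stated. Another 48 of the 426 had too few counts to be tested at 8 h.

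*Hcrtr1*, the gene of the receptor itself and one whose response the paper does not report, had 1221 ± 142 normalized counts in vehicle, 1875 ± 283 at 3 h and 1738 ± 258 at 8 h (SD, n = 3 cultures each), a log_2_FC of 0.62 at 3 h (SE 0.12, adjusted p = 0.00735) with each 3 h sample above each vehicle sample. At 8 h it was 0.51 (adjusted p = 0.0343), and not past the test without vehicle replicate 2 (adjusted p = 0.069), vehicle replicate 3 (0.127) or 8 h replicate 3 (0.078), or with all 9 samples in 1 fit (0.0541), and ran from 9.53e-11 to 0.127 over the 16 alternatives. Normalization is argued against, since 3 of 3 other scalings or tools called the rise at 3 h (adjusted p = 0.00904 with RLE, 0.00837 with upper-quartile scaling and 0.000465 with DESeq2, and 3.48e-14 to 0.0376 over the 16 alternatives). A rise of the mouse gene and a rise of the human transgene, which is read from a viral promoter, cannot be told apart, since counts per gene (a mean of 58.8 TPM in vehicle) do not show where on the transcript the reads lie. The paper's qPCR of parental GT1-7 cells did not clearly find OX_1_, with high Ct values in 1 sample, and Fig 1 shows no response of these cells to OxA, so most of the vehicle counts may come from the transgene, while the rise after OxA stays open for both. The time since the medium change also stays open at 3 h.

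Other signals lay in data that the paper does not discuss. The comparison of 8 h with 3 h of OxA, for which the authors deposited a table, gave 4277 changed genes, 2096 higher and 2181 lower at 8 h, and with upper-quartile scaling more were higher than lower (2518 and 1887). Genes of plasminogen activation and matrix were higher than other genes at 8 h (set test adjusted p = 2.52e-10, and adjusted p = 0.0669 with an estimated correlation, median log_2_FC 0.65). Ribosome biogenesis genes were higher at 8 h (set test adjusted p = 4.43e-19, median log_2_FC 0.57), the result that also passed with an estimated correlation. That correlation was 0.0173 at 8 h, but 0.337 at 3 h and 0.372 between the times for the same genes. The pass thus rests on a low estimate at 8 h, and at 3 h the set test with the estimated correlation did not pass (adjusted p = 0.209). Cholesterol synthesis and uptake genes were higher than other genes at 3 h (set test adjusted p = 1.14e-06, and adjusted p = 0.16 with an estimated correlation, median log_2_FC 0.53). At 8 h, where the times match, 7 of 24 rose and 3 fell, and the set test did not pass (adjusted p = 0.479, median log_2_FC 0.023). Between the times 17 were lower at 8 h and 0 higher, and the time since the medium change stays open at 3 h.

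Splits of 6 samples into 3 and 3 number 10, too few for a share under 0.05. The real split, 1 of these 10, gave 5973 changed genes with edgeR at 3 h, 4377 at 8 h and 4277 between the times, and the highest count of any other split was 0 in each comparison. Every other split put samples of both groups on each side, so the difference of the groups added to the spread within a side. A count near 0 was thus likely in advance and does not test chance. For the grouping of the 9 samples, chance is argued against but not excluded: 1 of 280 splits, the real one, gave a ratio as low as 0.656 (exact permutation test, one-sided, p = 0.00357), and the next lowest was 0.786.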

How the results depend on the processing

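The alternatives were set before the data were examined, except DESeq2 with its fold change prior on all 9 samples, the authors' p-values over the genes kept, and the correlation with each replicate left out, which were chosen after seeing the data. With upper-quartile scaling the balance of genes up and down turned, to 39.5% up among the genes changed at 3 h, 44.2% at 8 h and 57.2% between the times. No gene changed at an adjusted p under 0.05 in both the reported fit and another setting had opposite directions in them, while up to 2 of the paper's log_2_FC values for a time point had the opposite sign with a replicate left out, and 1 with upper-quartile scaling, for genes past the test in neither fit. The numbers of genes past the adjusted p stayed within 1.5 times the reported ones: 5973 at 3 h (5016 to 5776 with a replicate left out), 4377 at 8 h (3376 to 4260) and 4277 between the times (3371 to 4166). DESeq2 with its defaults called 79.6% of these same genes at 3 h, 77.6% at 8 h and 77.5% between the times. Upper-quartile scaling moved the median log_2_FC of all genes at 3 h to -0.064. The counts past a 2-fold change depended on the estimate of the fold change and on the filter. Against 426 up and 214 down at 3 h, 192 and 94 at 8 h, 101 and 179 between the times and 781 at 3 or 8 h, DESeq2 with its fold change prior gave 283 up and 46 down at 3 h, 88 and 9 at 8 h, 6 and 63 between the times, and 356 at 3 or 8 h. With that prior and all 9 samples in 1 fit the counts were 255 up and 36 down at 3 h, 102 and 12 at 8 h, 10 and 74 between the times, and 327 at 3 or 8 h. With the authors' own p-values and fold changes, from which the paper's counts come, they were 257 up and 37 down at 3 h, 107 and 13 at 8 h, 11 and 75 between the times, and 336 at 3 or 8 h. A test against a 2-fold change with glmTreat, which asks more of each gene than the estimate past the threshold, gave 185 up and 17 down at 3 h, 79 and 5 at 8 h, 3 and 40 between the times, and 230 at 3 or 8 h. With at least 10 counts in every sample, which leaves fewer genes tested, 117 were down at 3 h, 121 up and 47 down at 8 h, 50 up and 119 down between the times, and 495 changed at 3 or 8 h. DESeq2 with its defaults gave 60 down at 8 h and 60 up between the times, and the cause was not tested. With a replicate left out, the 2-fold counts ran from 440 to 493 up and 199 to 256 down at 3 h, 194 to 240 and 73 to 107 at 8 h, 92 to 118 and 179 to 202 between the times, and 783 to 873 at 3 or 8 h. Glial markers counted as expressed went from 0 to 2 at a threshold of 1 TPM and ran from 0 to 1 with a vehicle replicate left out. The correlation across genes of the log_2_FC at 3 h and 8 h was 0.71 and ran from 0.675 to 0.741 with a replicate left out. The lists past the set test went from 22 to 0 at 3 h, from 17 to 1 at 8 h and from 19 to 0 between the times with a correlation estimated from the samples. The log_2_FC of *Sgk1* ran from 3.28 to 3.44 at 3 h and from 2.14 to 2.30 at 8 h with a replicate left out. The methods say that the process was repeated but not that a replicate number marks a round or a day, and the numbers were not used as pairs: all 9 same-numbered pairs from different groups correlated positively once group means were removed and 3 above 0.1 (0.00762 to 0.162, against -0.117 to 0.0698 for other numbers). Of the 9 samples, 3 correlated best with their own number in both other groups, and with the replicate number as a covariate 6500, 5558 and 5348 genes changed in the 3 comparisons, with 36 tests of named genes past the adjusted p with it alone and 1 without it alone. With 3 samples a group and these depths, edgeR recovered 86.9% of simulated 2-fold changes at 3 h, 89.2% at 8 h and 98.2% between the times, and 62.2%, 73.1% and 74.3% of 1.5-fold changes. Far fewer genes were changed in these simulations than were called in the data.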

Differences from the paper's values

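The comparisons with DESeq2 with the prior on all 9 samples, and with the authors' p-values over the genes kept, were chosen after the values were seen. The other settings were set before. At the paper's thresholds, the numbers of genes changed 2-fold or more were larger here. At 3 h the paper gives 294 genes against 640 here, with the paper's 257 up against 426 and the paper's 37 down against 214. At 8 h the paper gives 116 against 286 here, with the paper's 103 up against 192 and the paper's 13 down against 94. For 3 or 8 h together the paper gives 332 against 781 here. Of the alternatives set before the data were examined, the filter of 10 counts in every sample, DESeq2 with a fold change prior and glmTreat brought the totals, the counts up and the count for both times within 1.5 times the paper's, and DESeq2 with the prior alone brought the counts down within it. RLE, upper-quartile scaling, no filter, all 9 samples in 1 fit, the replicate block, DESeq2 with its defaults and each left-out replicate did not. The filter of 10 counts dropped 29 of the paper's 294 genes at 3 h and 19 of its 116 at 8 h. DESeq2 with the prior dropped 0 and 19 of them. Of the settings chosen after seeing the values, DESeq2 with the prior on all 9 samples brought every one of these counts within it and dropped 5 of the 294 genes that the paper calls 2-fold changed at 3 h and 2 of the 116 at 8 h. The authors' own p-values and fold changes are the source of the paper's counts, so they are not a test of the gap. Adjusted over the genes kept, they gave 107 genes up at 8 h against the paper's 103. The fit reported here dropped 0 and 0 of the paper's 2-fold changed genes at 3 h and 8 h. The paper's numbers of genes past the adjusted p, 5118 at 3 h and 3683 at 8 h, lay within 1.5 times those found here, and 98.8% and 98.8% of the authors' genes were called here too.

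Of 163 values of log_2_FC in Tables 3 and 5 and S4 Table, 44 differed by more than the standard error of the fit, all 44 larger in size here and 0 opposite in sign. With the paper's value before the value found here, those of Tables 3 and 5 at 3 h were *Egr1* 1.63 and 1.71, *Egr2* 2.14 and 2.53, *Egr3* 2.12 and 3.08, *Egr4* 0.76 and 2.29, *Fos* 1.25 and 1.48, *Fosb* 3.01 and 3.48, *Junb* 1.82 and 1.90, *Glis1* 1.58 and 1.98, *Hmga1* 1.75 and 1.99, *Hmga2* 2.11 and 3.96, *Id1* 1.01 and 1.16, *Id4* 1.23 and 1.56, *Klf5* 0.95 and 1.16, *Myc* 2.21 and 2.36, *Nr4a1* 2.70 and 3.19, *Nr4a3* 1.57 and 2.61, *Runx1* 2.57 and 2.66, *Runx1t1* -1.13 and -1.34, *Sgk1* 3.24 and 3.35, *Arc* 2.37 and 2.64, *Dusp4* 1.69 and 3.20 and *Dbp* -0.86 and -1.07. In the same order, those at 8 h were *Egr2* 1.13 and 1.39, *Fosb* 0.96 and 1.20, *Hmga1* 1.63 and 1.86, *Hmga2* 2.20 and 4.06, *Myc* 1.78 and 1.91, *Nr4a1* 1.49 and 1.85, *Sgk1* 2.12 and 2.20, *Dusp4* 1.16 and 2.36 and *Dbp* -0.72 and -0.89. In S4 Table at 3 h they were *Hbegf* 2.51 and 2.65, *Gja3* 2.23 and 2.42, *Maff* 2.18 and 3.03, *Nog* 1.78 and 1.92, *Pappa* 1.64 and 1.91, *Tnc* 1.37 and 1.46, *Irf5* 1.04 and 1.40 and *F3* 1.30 and 1.65, again the paper's value before the value found here. At 8 h they were *Hbegf* 2.24 and 2.36, *Maff* 1.15 and 1.67, *Pappa* 1.34 and 1.56, *Tnc* 2.18 and 2.32 and *Spp1* 1.53 and 2.61. DESeq2 with the fold change prior, set before the data were examined, gave 38 of the 44 within the error of the paper's, all but those of *Egr2*, *Fos*, *Hmga2* and *Id1* at 3 h and of *Dusp4* and *Hmga2* at 8 h. Upper-quartile scaling did so for 11, those of *Egr1*, *Junb*, *Klf5*, *Myc*, *Runx1*, *Sgk1*, *Hbegf*, *Nog* and *Tnc* at 3 h and of *Sgk1* and *Hbegf* at 8 h, and DESeq2 with its defaults for 7, those of *Egr1*, *Klf5*, *Myc*, *Dbp* and *Tnc* at 3 h and of *Sgk1* and *Dbp* at 8 h. All 9 samples in 1 fit did so for 4, those of *Egr1*, *Junb*, *Id1* and *Tnc* at 3 h, no filter for 2, those of *Egr1* at 3 h and of *Dbp* at 8 h, and the replicate block for 2, those of *Myc* at 3 h and of *Tnc* at 8 h. RLE did so for 0 of 44, and the filter of 10 counts for 0 of the 39 it kept. With a replicate left out, the number was 18 without vehicle replicate 1, 13 without replicate 2 and 7 without replicate 3 of 44, 10, 8 and 3 of 30 without 3 h replicates 1, 2 and 3, and 6, 1 and 5 of 14 without 8 h replicates 1, 2 and 3. DESeq2 with the prior on all 9 samples, chosen after seeing the values, left none of the 44 differing. Over all the values, the number that differed rose in some settings, from 30 at 3 h and 14 at 8 h to 49 and 33 without vehicle replicate 3, 39 and 14 with upper-quartile scaling, 33 and 18 with the replicate block, and 27 at 8 h without 8 h replicate 2.

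In Fig 4A the RNA-Seq fold change at 3 h is about 3.0 for *Nr4a3* and about 4.3 for *Egr3*, read by eye, against 6.12 and 8.48 here. Of the alternatives set before the data were examined, only DESeq2 with the fold change prior brought both within 1.5 times the paper's, and with all 9 samples, a setting chosen after seeing the values, it did so too. The paper counts 5 genes up 2-fold or more here and down in HEK293 cells, and of the 5 that S4 Table lists, 3 were up 2-fold here. The full list of genes down in HEK293 cells was not available. Genes beyond these 5 could therefore not be counted, and 3 is not a recount. The count came within 1.5 times the paper's without vehicle replicate 3 and without 8 h replicate 2, and in no other setting. The S4 Table values of *Csmd2* and *Rtn4* themselves lie under the threshold of a log_2_FC of 1 that the paper states, and S4 Table lists *Tnc* both as up in both cell types and as regulated inversely.

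Of the 41 genes that the paper's text and Table 5 call at 3 h, 40 were called here, since *Ctgf* did not have enough counts to be tested. Genes outside Table 5 were not counted. It was called, for 41 genes in all, with no filter, and also with DESeq2 with the prior on all 9 samples, a setting chosen after seeing the data (41 genes). S4 Table lists *F3* as changed at 8 h, where its log_2_FC here was 0.95 (SE 0.25, adjusted p = 0.0577), while at 3 h it rose. The 8 h change of *F3* passed without vehicle replicate 3 (adjusted p = 0.0138) and with DESeq2 (0.00281), and ran from 4.06e-17 to 0.161 over the 16 alternatives. S2 Table holds 331 distinct gene symbols, 1 fewer than the number of genes in the paper's text. The mean counts in the authors' tables are the same in all 3 comparisons and equal the mean over all 9 samples, while the methods describe the import of the 2 conditions compared.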

Other observations

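The simulated groups with a shared vehicle, printed at the end, are a test chosen after the results were seen, and the tests of lists and genes, all with edgeR and camera, were set before. Of the genes of the unfolded protein response, 10 of 18 rose and 0 fell at 3 h (10 and 0 adjusted over the list alone, set test adjusted p = 0.00412, and adjusted p = 0.292 with an estimated correlation), while at 8 h 0 were above vehicle and 4 below (0 and 3 adjusted over the list alone). With upper-quartile scaling the counts at 3 h were 7 up and 1 down, and with DESeq2 those at 8 h were 0 up and 2 down. *Dnajb9*, a chaperone of the endoplasmic reticulum, went from 369.7 ± 20.4 to 607 ± 21.0 and back to 389.8 ± 23.6 normalized counts (vehicle, 3 h and 8 h, SD, n = 3 cultures each), and *Herpud1*, a factor of protein degradation there, from 909 ± 29.5 to 1282 ± 109 and 839 ± 76.9. Of the ATF4 targets, 14 of 21 rose and 0 fell at 3 h (14 and 0 adjusted over the list alone, set test adjusted p = 3.22e-05, and adjusted p = 0.323 with an estimated correlation), and 12 were above and 1 below vehicle at 8 h (13 and 1 adjusted over the list alone, set test adjusted p = 5.67e-05, and adjusted p = 0.448 with an estimated correlation). *Chac1*, a glutathione-degrading enzyme, rose from 211 ± 41.4 to 802 ± 89.1 counts at 3 h, and *Asns*, asparagine synthetase, rose by 0.31 at 3 h and 0.60 at 8 h on the log2 scale. Among genes of the G1/S transition 10 of 20 rose and 0 fell at 3 h (11 and 0 adjusted over the list alone, set test adjusted p = 0.0068, and adjusted p = 0.457 with an estimated correlation), and among genes of G2 and mitosis 0 of 20 rose and 10 fell (0 and 10 adjusted over the list alone, set test adjusted p = 0.00355, and adjusted p = 0.484 with an estimated correlation). *Ccne1*, cyclin E1, rose by 0.58 (SE 0.065, adjusted p = 1.39e-07) and *Bub1b*, a mitotic checkpoint kinase, fell by 0.50 (SE 0.049, adjusted p = 1.80e-08) at 3 h. Between the times 8 of the unfolded protein response genes and 11 of the G1/S genes were lower at 8 h than at 3 h and 0 higher with edgeR (9 and 13 lower adjusted over the list alone, set test adjusted p = 8.72e-05 and 0.000467, and adjusted p = 0.149 and 0.448 with an estimated correlation). At 8 h the counts were 1 up and 1 down for G1/S (0 and 0 adjusted over the list alone) and 0 up and 10 down for G2 and mitosis (0 and 13 adjusted over the list alone, set test adjusted p = 0.000571, and adjusted p = 0.487 with an estimated correlation). The set test at 8 h did not pass for the unfolded protein response (adjusted p = 0.58) or G1/S (0.859).

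Of the circadian clock genes, 10 of 19 rose and 6 fell at 3 h (10 and 6 adjusted over the list alone), and 6 were above and 5 below vehicle at 8 h (6 and 5 adjusted over the list alone). *Bhlhe40*, a repressor of the clock, went from 237 ± 27.0 to 608 ± 61.3 and 349 ± 51.1 normalized counts (vehicle, 3 h and 8 h, SD, n = 3 cultures each), *Npas2*, a partner of BMAL1, from 319 ± 37.3 to 419 ± 36.9 and 626 ± 9.72, and *Per3*, a period gene, from 851 ± 82.5 to 515 ± 29.8 and 537 ± 30.3. Of the potassium channel genes, 12 of 39 rose and 4 fell at 3 h (12 and 4 adjusted over the list alone), 6 of 36 were above and 7 below vehicle at 8 h (6 and 7 adjusted over the list alone), and 16 of 36 were lower and 2 higher at 8 h than at 3 h (17 and 2 adjusted over the list alone, set test adjusted p = 0.00256, and adjusted p = 0.0962 with an estimated correlation). With DESeq2 the counts of potassium channel genes at 3 h were 9 up and 1 down. *Kcnk3*, the leak channel TASK-1, rose from 94.9 ± 8.27 to 369 ± 16.8 counts at 3 h and was at 238 ± 25.5 at 8 h, and *Kcnf1*, a modifier of Kv2 channels, rose by 2.04 at 3 h (SE 0.17) and 0.98 at 8 h (SE 0.19). Of the regulators of G protein signaling (RGS), 1 of 9 rose and 4 fell at 3 h (1 and 4 adjusted over the list alone), 3 were above and 2 below vehicle at 8 h (3 and 2 adjusted over the list alone), and 6 were higher and 0 lower at 8 h than at 3 h (6 and 0 adjusted over the list alone, set test adjusted p = 0.00941, and adjusted p = 0.141 with an estimated correlation). *Rgs8* was at 34.7 ± 10.2 counts in vehicle, 39.3 ± 7.83 at 3 h and 140.5 ± 16.3 at 8 h (log_2_FC 1.84 between the times, SE 0.17, adjusted p = 7.54e-08). Against vehicle none of these lists passed the set test. At 3 h and 8 h its adjusted p was 0.211 and 0.933 for the clock, 0.211 and 0.211 for potassium channels and 0.477 and 0.843 for RGS genes. Of all genes tested, 38.9% changed at 3 h and 28.4% at 8 h.

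*Gnrh1* had a log_2_FC of 0.057 at 3 h (SE 0.049, adjusted p = 0.39) and fell by 0.35 at 8 h (SE 0.049, adjusted p = 1.73e-05), from 16259 ± 1203 normalized counts in vehicle to 12847 ± 514 (SD, n = 3 cultures each). In the list of *Gnrh1* and its regulators 4 of 15 rose and 7 fell at 3 h and 2 were above and 5 below vehicle at 8 h (the same counts adjusted over the list alone). Of the neuronal markers of Table 2, 4 of 19 rose and 3 fell at 3 h and 5 were above and 1 below vehicle at 8 h (the same counts adjusted over the list alone). Neither list passed the set test. Its adjusted p was 0.505 at 3 h and 0.239 at 8 h for the *Gnrh1* list, and 0.477 and 0.933 for the neuronal markers. With upper-quartile scaling the counts of neuronal markers at 8 h were 5 up and 4 down, and with it or DESeq2 some counts of 0 to 2 in the lists of this part moved by 1 gene. *Map2*, a dendritic microtubule protein, fell by 0.28 at 3 h and 0.44 at 8 h. Of the glial markers of Table 2 measured, 1 of 2 rose and 1 fell at 3 h, and 0 of 3 changed at 8 h. At 3 h the counts up and down were 3 and 1 of 6 for astrocyte markers, 0 and 1 of 1 for oligodendrocyte markers, 2 and 0 of 3 for microglia markers, 1 and 0 of 1 for endothelial markers and 0 and 1 of 7 for fibroblast markers. At 8 h they were 1 and 1, 0 and 0, 1 and 1, 1 and 1 of 3, and 0 and 1 of 6 in the same order. *Csf1r*, a receptor of microglia and macrophages, rose by 0.64 at 3 h (SE 0.12) and 0.97 at 8 h (SE 0.11), while *Tmem119*, a microglial membrane protein, fell by 0.91 at 8 h (SE 0.18). Of the mitochondrially encoded genes, 1 of 7 rose at 3 h and 2 at 8 h, and none fell with edgeR. Of the reference genes of the qPCR arrays, 1 of 7 rose and 1 fell at 3 h and 3 were above and 0 below vehicle at 8 h, with *Actb*, beta-actin, up by 0.21 at 3 h and 8 h alike and *Ppia*, cyclophilin A, at 0.051 and 0.075 (adjusted p = 0.385 and 0.207). The genes of Fig 5 are those whose induction fell with an Sgk1 inhibitor, among a larger set that the paper chose on these samples. They had risen in 11 of 11 cases at 3 h and 9 of 10 at 8 h, which is not independent evidence.

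Across the 15168 genes tested at both times, the log_2_FC at 3 h and at 8 h correlated with a Pearson's r of 0.709, against a mean of 0.504 (0.478 to 0.523) in 20 simulations of unchanged groups that share a vehicle, where genes are not independent replicates. The covariance of the log_2_FC values was 0.126, against a mean of 0.0141 (0.0131 to 0.0152) in these simulations. Unchanged groups vary little, so the simulated r does not give the part of the observed r that the shared vehicle makes. Of the 15168 genes, 1612 rose at both times and 1036 fell at both, against at most 2 and 2 in these simulations, which do not show how far a shared vehicle raises the counts among genes that changed. Of the 426 genes up 2-fold at 3 h, 298 were lower and 15 higher at 8 h than at 3 h, a count that the choice of the genes on the 3 h samples raises. Of the 214 genes down 2-fold at 3 h, 86 were down and 0 up at 8 h, and 100 were higher at 8 h than at 3 h. Of the 192 genes up 2-fold at 8 h, 22 were tested and not called up at 3 h, and 28 were not tested there. At 8 h against 3 h, 101 genes were higher and 179 lower by 2-fold or more.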
